# Nrf2-mediated epigenetic priming of osmoprotective genes enhances cellular adaptation to hyperosmotic stress

**DOI:** 10.1016/j.jbc.2026.113278

**Published:** 2026-06-23

**Authors:** Yi Lu, Na Li, Xudan Dou, Ziling Zhang, Yongxuan Su, Xueting Li, Jing Wang, Weiping Tian, Shao-Kai Sun, Lirong Zhang, Yupeng Chen, Zhiheng Liu

**Keywords:** hyperosmotic stress, kidney, NFAT5, Nrf2, osmoprotective genes

## Abstract

Hyperosmotic stress triggers a complex adaptive response that enables cells to maintain homeostasis and survive osmotic perturbations. However, the molecular mechanisms that coordinate transcriptional and epigenetic programs in response to osmotic stress remain poorly defined. Here, through an unbiased chemical screen, we identify activation of nuclear factor erythroid 2 - related factor 2 (Nrf2) as a potent enhancer of cell survival under hyperosmotic stress. Mechanistically, Nrf2 does not function as a sustained transcriptional activator of osmoprotective genes during stress. Instead, Nrf2 establishes a primed chromatin state prior to osmotic challenge, characterized by increased enrichment of activation-associated histone modifications at osmoprotective loci. This epigenetic priming enables enhanced recruitment of NFAT5 upon hyperosmotic stimulation, thereby amplifying osmoprotective gene transcription. Disruption of Nrf2 abolishes chromatin activation, NFAT5 binding, and transcriptional induction of osmoprotective genes, whereas pharmacological Nrf2 activation restores these processes and improves cell survival. In a model of dehydration-induced hyperosmotic stress, renal cell death was markedly increased in *Nrf2*-deficient mice, while Nrf2 activation promoted the expression of osmoprotective genes and conferred tissue protection. Together, our findings identify Nrf2 as an epigenetic priming factor that licenses NFAT5 - dependent transcription under hyperosmotic stress, revealing a previously unrecognized chromatin-based mechanism that enhances cellular adaptation to osmotic challenges.

Hyperosmotic stress elicits a complex adaptive response that enables cells to preserve homeostasis and survive osmotic perturbations (1, 2, 3). This challenge is particularly relevant in pathological settings such as chronic dehydration or diabetes-associated hyperglycemia, where tissues are persistently exposed to elevated extracellular osmolality, leading to cellular injury, inflammation, and progressive organ dysfunction (4, 5, 6, 7). Despite its physiological and pathological importance, the molecular mechanisms that coordinate cellular adaptation to hyperosmotic stress remain incompletely understood.

The transcriptional response to hyperosmotic stress is coordinated by multiple regulatory factors, among which nuclear factor of activated T cells 5 (NFAT5, also known as TonEBP/OREBP) plays a central and well-established role (8). When cells are exposed to elevated extracellular osmolality, water efflux leads to cell shrinkage and increased intracellular ionic strength. These biophysical changes promote NFAT5 activation through enhanced protein stability, post-translational modification, and nuclear translocation. Activated NFAT5 binds to osmotic response elements within target gene promoters and induces the expression of key osmoprotective genes, thereby facilitating osmolyte accumulation to restore cell volume and maintain cellular function (9, 10, 11). However, NFAT5-mediated transcription represents only part of the broader osmoadaptive response. How NFAT5-dependent gene regulation is integrated with other transcriptional and epigenetic mechanisms, particularly under sustained or pathological hyperosmotic stress, remains poorly defined.

To identify regulatory pathways that enhance cellular survival under hyperosmotic conditions, we performed an unbiased high-throughput chemical screen for modulators of osmotic stress - induced cell death. This approach revealed a marked enrichment of compounds that activate nuclear factor erythroid 2 - related factor 2 (Nrf2). Nrf2 is classically recognized as a master regulator of antioxidant and cytoprotective gene expression (12); however, whether and how Nrf2 participates in the regulation of osmotic stress-responsive transcription has not been systematically explored.

Given the canonical role of Nrf2 as a transcriptional regulator, several non-mutually exclusive mechanisms could potentially explain how Nrf2 activation enhances cellular tolerance to hyperosmotic stress. Nrf2 might directly activate osmotic stress-responsive genes, or it could potentiate the activity of the central osmotic stress transcription factor NFAT5 by influencing its expression or activation. Alternatively, Nrf2 could modulate chromatin states that define transcriptional competence, thereby shaping the magnitude and robustness of stress-induced transcriptional responses.

In this study, we systematically evaluate these possibilities by integrating high-throughput chemical screening with transcriptomic profiling, chromatin state mapping, and *in vivo* analysis. Our data support a model in which Nrf2 enhances osmotic stress tolerance primarily by functioning as an epigenetic priming factor. By establishing a permissive chromatin landscape at osmoprotective gene loci prior to osmotic challenge, Nrf2 licenses efficient NFAT5 recruitment and amplifies NFAT5-dependent transcription upon stress exposure. Together, these findings reveal a previously unrecognized layer of gene regulation in osmotic stress adaptation and identify chromatin priming as a key determinant of stress-induced transcriptional output.

## Results

### Chemical screening identified Nrf2 activators as protective agents against hyperosmotic stress

To identify upstream regulators that enhance cellular survival under hyperosmotic stress, we performed an unbiased small-molecule screen in mIMCD3 cells, a well-established inner medullary collecting duct cell line widely used to study osmotic stress responses (13, 14). Initially, we treated mIMCD3 cells with a library of 305 compounds sourced from the Food as Medicine Compound Library. This library encompasses a diverse collection of food-associated small molecules. After a 5-h incubation with the compounds, the cell culture medium was replaced with either isosmotic (300 mOsm) or hyperosmotic (600 mOsm) medium for 6 hours, after which cell viability was assessed (Fig. 1*A*). Nineteen compounds significantly altered cell viability under isosmotic conditions, including 18 compounds that reduced viability below 0.8 and one compound that increased viability above 1.2 (Figs. 1*B* and S1*A*). These compounds were excluded from subsequent analyses to minimize confounding effects arising from intrinsic cytotoxicity or growth-promoting activity.

**Figure 1:**
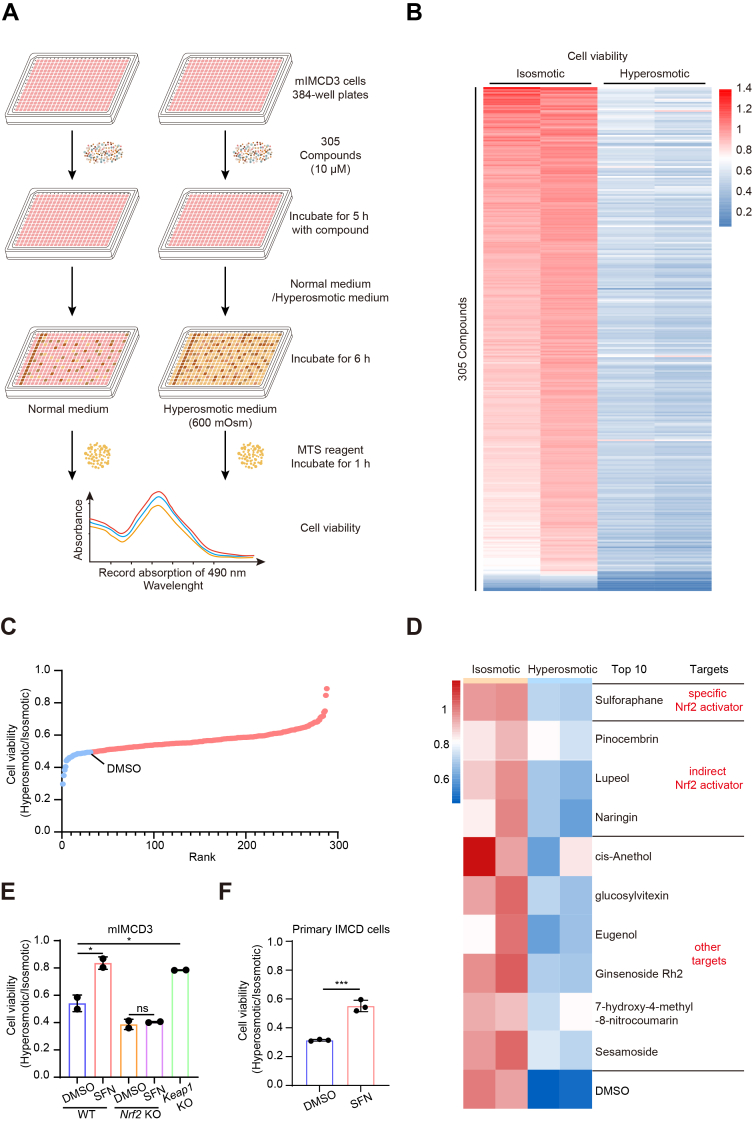
**Compound screening identifies Nrf2 as a regulator of cell viability under hyperosmotic stress.***A*, schematic of the unbiased small-molecule screening strategy in mIMCD3 cells. Cells were pretreated with compounds from the Food as Medicine Compound Library, followed by exposure to isosmotic (300 mOsm) or hyperosmotic (600 mOsm) conditions prior to assessment of cell viability. *B*, heatmap showing cell viability of compound-treated mIMCD3 cells under isosmotic and hyperosmotic conditions. *C*, relative cell viability under hyperosmotic stress, calculated as the ratio of viability under hyperosmotic *versus* isosmotic conditions for each compound. *D*, heatmap of the top 10 compounds conferring the strongest enhancement of cell viability under hyperosmotic stress, ranked based on relative viability in (*C*). Compounds are annotated according to reported molecular targets. *E*, cell viability of wild-type, *Nrf2*-deficient, and *Keap1*-deficient mIMCD3 cells under hyperosmotic stress. *F*, effect of sulforaphane (SFN; 10 μM) on cell viability in primary mouse inner medullary collecting duct (IMCD) cells exposed to hyperosmotic stress.

As expected, hyperosmotic stress substantially reduced cell viability relative to isosmotic conditions (Fig. 1*B*). To identify small-molecule modulators of cellular survival under hyperosmotic conditions, we calculated and ranked the relative cell viability (hyperosmotic vs. isosmotic) of cells treated with various compounds. As shown in Figure 1*C*, the relative viability of DMSO-treated cells is approximately 0.5. Of the 255 compounds tested, the majority increased cell viability, while 31 reduced it. The top 10 compounds that enhanced viability under hyperosmotic stress were classified according to their known molecular targets (Fig. 1*D*). Notably, four of the top-ranked compounds have been independently reported to activate Nrf2, revealing a non-random enrichment of Nrf2-associated activity among the most effective hits (15, 16, 17, 18, 19). Sulforaphane (SFN), a well-characterized pharmacological activator of Nrf2 (18), was selected as a representative compound for subsequent mechanistic analyses.

To verify whether the protective effect of SFN depends on Nrf2, we generated *Nrf2*-knockout mIMCD3 cells using CRISPR/Cas9 and confirmed the knockout efficiency by Western blot (Fig. S1*B*). Under hyperosmotic stress, SFN failed to enhance viability in *Nrf2*-deficient cells, indicating that the SFN-induced viability enhancement is Nrf2-dependent (Fig. 1*E*). To further rule out potential off-target effects, we adopted an independent genetic approach by knocking out *Keap1*, the key negative regulator of Nrf2 (20). *Keap1* deficiency led to sustained activation of Nrf2, and *Keap1*-deficient cells exhibited a hyperosmotic stress-resistant phenotype (Figs. 1*E* and S1*B*). Together, these complementary genetic approaches demonstrate that Nrf2 activity is both necessary and sufficient to enhance cellular viability under hyperosmotic conditions.

To validate the generality of this regulatory mechanism in primary cells, we isolated primary mouse inner medullary collecting duct (IMCD) cells. Under hyperosmotic stress, SFN treatment significantly enhanced the survival of these primary cells as well (Fig. 1*F*). This result obtained in primary IMCD cells further supports the generality of Nrf2-dependent regulation of cellular responses to hyperosmotic stress.

### Nrf2 promotes osmoprotective transcriptional adaptation to hyperosmotic stress

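RNA sequencing was performed in mIMCD3 cells, a cell line from the mouse inner medullary collecting duct, that were wild type (WT) or lacked Nrf2 (Nrf2-/-). Cells were treated for 5 h with the solvent DMSO or with 10 μM SFN (sulforaphane), an activator of Nrf2. RNA was then taken under isosmotic conditions (300 mOsm) or after 1 h of hyperosmotic stress (600 mOsm). The data analysed here were 16 libraries, 2 biological replicates for each of 8 conditions. WT cells treated with DMSO or SFN were sampled under isosmotic conditions and after 1 h and 6 h of hyperosmotic stress, and the 6 h libraries are not described in the paper's text. Nrf2-/- cells treated with SFN were sampled under isosmotic conditions and after 1 h, and Nrf2-/- cells treated with DMSO were not analysed here. The authors extracted total RNA with TRIzol, sequenced it on the Illumina NovaSeq platform, aligned the reads to mm10 with Hisat2, sorted them with Samtools and counted reads per gene with FeatureCounts. The deposited values were these raw counts per gene symbol, and the paper's text does not name the gene annotation or whether strand was used in counting. Total counts were 40319167 and 43991410 in the isosmotic DMSO libraries and 34941937 and 50774875 in the isosmotic SFN libraries. After 1 h of hyperosmotic stress, they were 41566500 and 35689266 with DMSO and 36742603 and 38553725 with SFN. The 6 h libraries held 37915285 and 35658359 counts with DMSO and 37732381 and 35417561 with SFN. In Nrf2-/- cells, totals were 34484296 and 35833924 under isosmotic conditions and 35717514 and 36544765 after 1 h. Between 58.0% and 68.5% of the genes with 1 to 10 counts in a library had an even count. Counting both reads of a pair would give such a pattern. Whether this was done could not be settled here, so small counts may overstate the number of RNA fragments. From these counts, 19509 genes passed edgeR's expression filter and were normalized with its TMM method. Each comparison was a contrast in 1 fit of edgeR's quasi-likelihood model over all 16 libraries, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called different. Because 2 libraries per condition leave few degrees of freedom, all conditions shared 1 estimate of the spread per gene. The biological coefficient of variation was 0.348 between the Nrf2-/- SFN 1 h libraries and lay between 0.0395 and 0.128 in the other 7 pairs, and the widest pair entered the error of every comparison. The counts of every pair differed by more than the sampling noise, with a median chi-square ratio from 3.34 to 56.0. For a single value, an exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333.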

To define the transcriptional programs underlying Nrf2-mediated osmotic stress tolerance, we performed RNA sequencing to compare gene expression profiles in cells treated with DMSO or SFN under hyperosmotic conditions (Fig. 2*A*). We found that SFN treatment markedly reshaped the transcriptional landscape under osmotic challenge. 

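Under hyperosmotic stress for 1 h, 18 genes were higher and 0 lower in SFN-treated than in DMSO-treated WT cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test), and 669 of the 19509 genes tested had an unadjusted p under 0.05. The fit was the choice that moved this number most. With only the 4 libraries of the 2 conditions compared, 931 genes differed (556 higher and 375 lower), all 18 genes among them, and 37 of them differed at least 2-fold. Under isosmotic conditions, SFN raised 212 genes and lowered 343. Hyperosmotic stress itself raised 1385 genes and lowered 801 in DMSO-treated cells, and in SFN-treated cells it raised 1158 and lowered 699. The largest increases with SFN at 1 h were in genes of the antioxidant response. Slc7a11, a cystine transporter, rose from 6.06 ± 0.691 to 30.4 ± 0.876 CPM after TMM normalization (mean ± SD, n = 2 libraries), a log2 fold change of 2.33 (standard error 0.27, adjusted p = 0.00129 from edgeR's quasi-likelihood test). Hmox1 rose from 52.1 ± 1.31 to 253 ± 1.20 CPM (n = 2), a log2 fold change of 2.28 (standard error 0.25, adjusted p = 0.000998 from the same edgeR test). The log2 fold change was 1.81 for Srxn1 (adjusted p = 1.11e-07), 1.74 for Nqo1 (adjusted p = 0.0375) and 1.35 for Osgin1 (adjusted p = 0.00254). With each library left out in turn, these 5 log2 fold changes stayed positive, with the widest range from 1.44 to 2.10 for Nqo1.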

Differentially expressed genes were grouped into ten distinct clusters based on their expression patterns (Fig. 2*B*). 

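Across the 4 WT conditions at isosmotic and 1 h hyperosmotic osmolality, 3008 of 19509 genes differed between any of the conditions (edgeR's quasi-likelihood test, adjusted p under 0.05). Across the alternatives, the number ranged from 1155 with at least 10 counts in every library to 6637 with only the 12 WT libraries, a setting chosen after the data were seen. The condition means of these 3008 genes were standardized per gene and grouped into 10 clusters by fuzzy c-means, the algorithm behind Mfuzz, with a fuzzifier of 2.54. The 10 cluster centres were matched to the 10 patterns drawn in Fig. 2B so that each pattern received exactly 1 centre. Clusters 1, 2 and 3 matched in this way held 360, 425 and 257 genes, and their centres correlated with the drawn pattern at 0.772, 0.870 and 0.386 across the 4 conditions. Clusters 4 to 10 held 218, 168, 570, 252, 183, 298 and 277 genes, with correlations between 0.794 (cluster 7) and 0.999 (cluster 6). Requiring a match for every pattern can leave a cluster that carries its pattern only in part.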

Under hyperosmotic stress, SFN pretreatment strongly modulated gene expression in clusters 1 to 3, while leaving clusters 4 to 10 largely unaffected. These findings imply that SFN exerts its protective effect primarily through the transcriptional regulation of genes within clusters 1 to 3.

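The median log2 difference between SFN and DMSO after 1 h of hyperosmotic stress was 0.031 in matched cluster 1, -0.68 in cluster 2 and -0.025 in cluster 3. In cluster 1, the median rise under hyperosmotic stress in DMSO-treated cells was 2.88 and the median SFN difference under isosmotic conditions was 0.53, so its centre differed little between SFN and DMSO at 1 h. Among clusters 4 to 10, the median SFN difference at 1 h was largest in cluster 5, at 0.28, and in cluster 9, at 0.15. All 18 genes called with SFN at 1 h were in cluster 5. With only the libraries of the conditions compared, 5, 22 and 13 genes of clusters 1, 2 and 3 were called, beside 84 in cluster 5, 69 in cluster 7 and 54 in cluster 4. Genes of clusters 1 and 2 had low counts, with a median of 24.2 and 11.9 per library, against 1266 in cluster 5. To see how far the patterns recurred, clusters were made from 1 library per condition. A gene kept the sign if its SFN difference at 1 h in the other library had the sign of its cluster's median. That median was taken in the library used for clustering, so no gene's own sign was followed. In clusters made from replicate 1, 45.4% of cluster 1, 65.2% of cluster 2, 61.2% of cluster 3 and 83.7% of cluster 5 kept the sign in replicate 2. Made from replicate 2, the shares in replicate 1 were 39.1%, 72.0%, 65.9% and 72.1%. The cluster 3 median was -0.371 when made from replicate 1 and 0.094 from replicate 2, so its shares count opposite directions. The clustered genes had been chosen as DEGs with both replicates, so an even split is not the chance value for these shares. Replicate numbers were taken from the sample titles, and those of the WT SFN isosmotic libraries differ in the deposited files. A wider rule, chosen after these values were seen, took all genes with at least a 1.5-fold difference between condition means and assigned each to its nearest pattern. In the full data it put 1171 genes in cluster 1 with a median SFN difference of 0.88, and 95.1% of them had a mean under 50 counts. Made from 1 library per condition, that cluster had a median SFN difference of 1.10 in replicate 1 and -0.029 in replicate 2, and in the reverse direction 1.17 and -0.012. From the clusters of Fig. 2B, the paper proposes that SFN acts mainly through the genes of clusters 1 to 3.

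**Figure D1:**
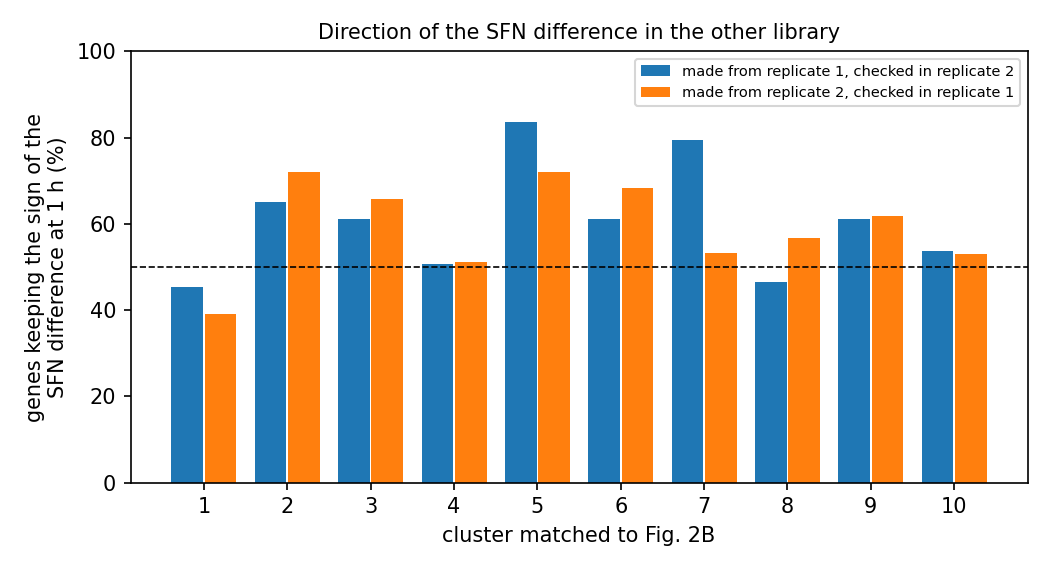
Percent of the genes of each matched cluster (horizontal axis) with the sign of the cluster's median SFN minus DMSO difference at 1 h (vertical axis). The median was taken in the library used for clustering, and the genes were read in the other library. Bars are coloured by the replicate used for clustering and the dashed line marks 50%; cluster 1 lies under the line in both directions and cluster 5 above it.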

**Figure 2:**
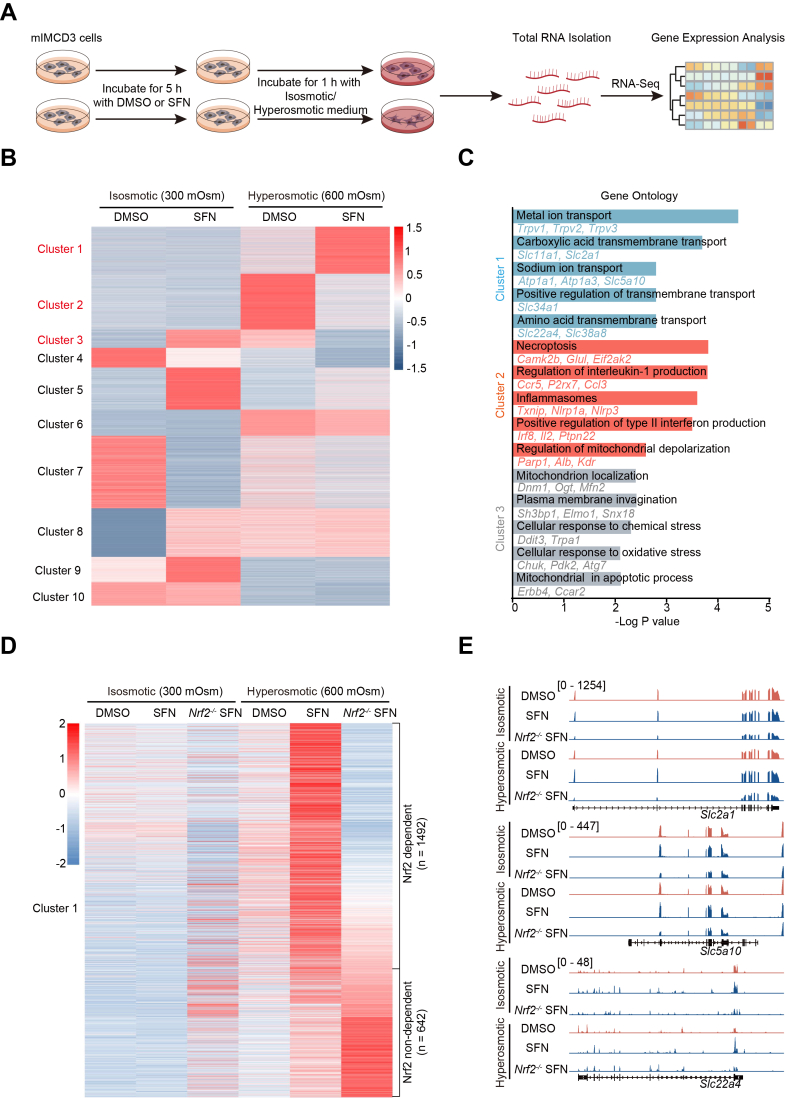
**Nrf2 activation enhances expression of osmoprotective genes in response to hyperosmotic stress.***A*, schematic of the RNA-sequencing experiment in mIMCD3 cells under isosmotic or hyperosmotic conditions. *B*, heatmap of differentially expressed genes (DEGs) clustered by expression patterns across treatment groups. *C*, gene Ontology analysis of genes within Cluster 1, 2, and 3. *D*, heatmap showing RNA expression of Cluster one genes in mIMCD3 cells with indicated treatments. *E*, integrative Genomics Viewer (IGV) snapshot of RNA-seq reads mapping to genomic loci of three representative genes.

Gene Ontology (GO) analysis showed that genes in cluster one were enriched in pathways critical for osmoprotection, including ion transport, carboxylic acid transmembrane transport, and amino acid transport (Fig. 2*C*). This cluster encompasses genes encoding various transporter proteins, such as Trpv family metal ion channels (Trpv1, Trpv2, Trpv3), the amino acid transporters Slc22a4 and Slc38a8, and sodium ion transporters including Atp1a1, Atp1a3 (subunits of Na^+^/K^+^-ATPase), and Slc5a10. Among these, Trpv1 is known to mediate calcium influx under hyperosmotic stress, elevating intracellular Ca^2+^ levels, which in turn can modulate the activity of other transporters like the Na^+^/K^+^-ATPase to help restore cell volume and electrolyte balance (21). 

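Gene Ontology annotation was not used here, so the transporter content of the gene sets was counted from gene symbols, with 10 tests over 5 gene sets and 2 families. Of the 360 genes in matched cluster 1, 6 were solute carriers (symbols of the Slc families), 1.67% against 1.73% of the 3008 clustered genes (Fisher's exact test, adjusted p = 1). Ion channels and pumps, also taken by their symbols, likewise numbered 6 in cluster 1 (adjusted p = 0.532). In matched cluster 2, 12 of 425 genes were ion channels and pumps, 2.82% against 1.06% of the clustered genes (Fisher's exact test, adjusted p = 0.00595). Among the 18 genes higher with SFN at 1 h, 2 were solute carriers, against 271 of the 19509 genes tested (Fisher's exact test, adjusted p = 0.0847). Of the 556 genes that were higher when only the libraries compared were fitted, 18 were solute carriers, 3.24% against 1.39% of the genes tested (Fisher's exact test, adjusted p = 0.00595).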

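The 11 cluster 1 genes that the paper names in its text or in Fig. 2C to 2E were examined as a list, and 9 of them had enough counts to be tested. All 9 had a positive log2 fold change with SFN at 1 h of hyperosmotic stress, with a median of 0.58 (limma's camera test, adjusted p = 9.27e-06 over 108 list tests). None of the 9 was called over all genes tested, while 1 was called when adjusted over the list alone. As the study chose these genes on the same libraries, neither the list test nor the count over the list is independent evidence. Counts of most of these genes were low. Slc11a1 had 15 and 8 counts with DMSO and 23 and 23 with SFN (log2 fold change 1.07, standard error 0.69, adjusted p = 1 from edgeR's quasi-likelihood test). The log2 fold change of Trpv1 was 0.58 (standard error 0.77), from 9 and 3 to 10 and 7 counts, and it was 1.41 without DMSO replicate 1 and 0.092 without DMSO replicate 2 of the 1 h libraries. That of Trpv3 was 0.54 (standard error 1.38), from 4 and 1 to 3 and 4 counts, and ranged from -0.020 without DMSO replicate 2 to 1.63 without DMSO replicate 1. For Trpv2, the log2 fold change was 0.50 (standard error 0.44), with a range from 0.076 without DMSO replicate 1 to 1.05 without DMSO replicate 2. Slc38a8 had 11 and 9 counts with DMSO and 18 and 7 with SFN, and Slc34a1 had 4 and 0 against 6 and 2, too few for the expression filter. Under the alternatives run for single genes, the adjusted p-values of Slc11a1, Trpv1, Trpv2 and Trpv3 stayed above 0.05, with the lowest at 0.439 for Slc11a1. On the same strand, Slc38a8 starts 6457 bp past the end of the expressed gene Mbtps1 and Trpv1 9780 bp past Shpk, so their 1 h counts cannot be separated from transcription that runs past those ends. Trpv1 was in matched cluster 1, and Trpv2, Trpv3 and Slc11a1 were not among the clustered genes.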

The Na^+^/K^+^-ATPase subunits Atp1a1 and Atp1a3 are essential for establishing the transmembrane electrochemical gradients of Na^+^ and K^+^, which drive osmotic regulation and sodium-coupled solute transport (22, 23, 24). Collectively, these transporters facilitate cellular adaptation to hyperosmotic stress by coordinating ion balance and volume restoration. The upregulation of these genes by SFN treatment likely underlies its survival-promoting effect, leading us to designate cluster 1 as SFN-activated osmoprotective genes.

In contrast, genes in clusters two and three were suppressed by SFN treatment under hyperosmotic stress. 

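Of the 15 cluster 2 genes named in Fig. 2C, 12 were tested, and all 12 were lower with SFN than with DMSO after 1 h of hyperosmotic stress. Their median log2 fold change was -0.33 (limma's camera test, adjusted p = 0.00412), or -0.26 with genes at the count floor set to their bound. With each library left out in turn, the median lay between -0.49 without SFN replicate 2 and -0.21 without DMSO replicate 2 of the 1 h libraries. Of the 13 cluster 3 genes named there, 12 were tested and 11 were lower, with a median of -0.11 (camera adjusted p = 0.0659). When only the libraries of the conditions compared were fitted, the cluster 3 list passed the threshold with a median of -0.12. In neither list was a gene called, over all genes tested or adjusted over the list alone, and both lists were chosen by the study on these libraries and are not independent evidence. Over the whole of matched cluster 2, the median SFN difference in the library not used for clustering was -0.23 when clusters were made from replicate 1 and -0.14 when made from replicate 2. Over cluster 3 it was -0.075 and 0.10, and the cluster matched from replicate 2 itself had a positive median SFN difference of 0.094.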

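Single genes of these lists were examined for the size of their change with SFN at 1 h. P2rx7, a purinergic receptor, fell from 49 and 45 counts with DMSO to 24 and 24 with SFN, a log2 fold change of -0.90 (standard error 0.66, adjusted p = 1 from edgeR's quasi-likelihood test). Txnip, which overlaps an antisense gene, had a log2 fold change of -0.29 (standard error 0.15), and Eif2ak2 had one of -0.21 (standard error 0.18). For Sh3bp1, a cluster 3 gene that overlaps 1700027A07Rik, it was -0.37 (standard error 0.23). When only the libraries of the conditions compared were fitted, the adjusted p-values were 0.0105 for Txnip, 0.0261 for Eif2ak2 and 0.0442 for Sh3bp1, and the highest across the alternatives was 1 for each of them. Dnm1, also listed in cluster 3 and overlapping Ciz1, had a log2 fold change of 0.041 (standard error 0.22), the only positive value among its 12 tested genes. Ccl3, Il2 and Erbb4 had too few counts to be tested.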

GO analysis indicated these clusters were enriched in pathways linked to inflammation and cell death, such as necroptosis, interleukin-1 production, type II interferon production, and regulation of mitochondrial depolarization (Fig. 2*C*). This suggests that SFN enhances cell survival not only by inducing protective transporters but also by concurrently repressing stress-induced death and inflammatory pathways.

To further characterize additional transcriptional programs regulated by SFN, we examined clusters that were prominently induced under isosmotic conditions. Cluster five was strongly activated by SFN treatment and was enriched for oxidative stress, redox homeostasis, and cellular stress response pathways, consistent with a canonical Nrf2-dependent antioxidant transcriptional program (Fig. S2). 

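A list of 28 Nrf2 target genes, written before the data were examined, was used to read the antioxidant program. Under isosmotic conditions, 27 of the 28 were higher with SFN, with a median log2 fold change of 0.50 (limma's camera test, adjusted p = 9.65e-22). Of them, 13 were called over all genes tested and 23 when adjusted over the list alone. After 1 h of hyperosmotic stress, all 28 were higher with SFN, with a median of 0.81 (adjusted p = 1.89e-57), 12 called over all genes and 24 over the list alone. Of the 28 genes, 20 fell in matched cluster 5, which held 168 of the 19509 genes tested (Fisher's exact test, p = 4.59e-36). The median SFN difference in cluster 5 was 0.59 under isosmotic conditions. Single genes under isosmotic conditions were Slc7a11 (log2 fold change 2.39, standard error 0.26), Hmox1 (2.03, standard error 0.24), Nqo1 (1.43, standard error 0.27) and Srxn1 (1.33, standard error 0.088), with adjusted p-values from edgeR's quasi-likelihood test between 1.26e-06 and 0.0113. Across the 108 list tests of 9 gene lists and 12 comparisons, 44 passed an adjusted p under 0.05 by camera, and 40 of these also passed by fry. The 4 that did not were the Nrf2 targets in the interaction at 1 h, the immediate-early genes under 1 h of stress in Nrf2-/- cells, and the ATF4 targets and the paper's cluster 2 genes in the comparison of 6 h with 1 h.

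**Figure D2:**
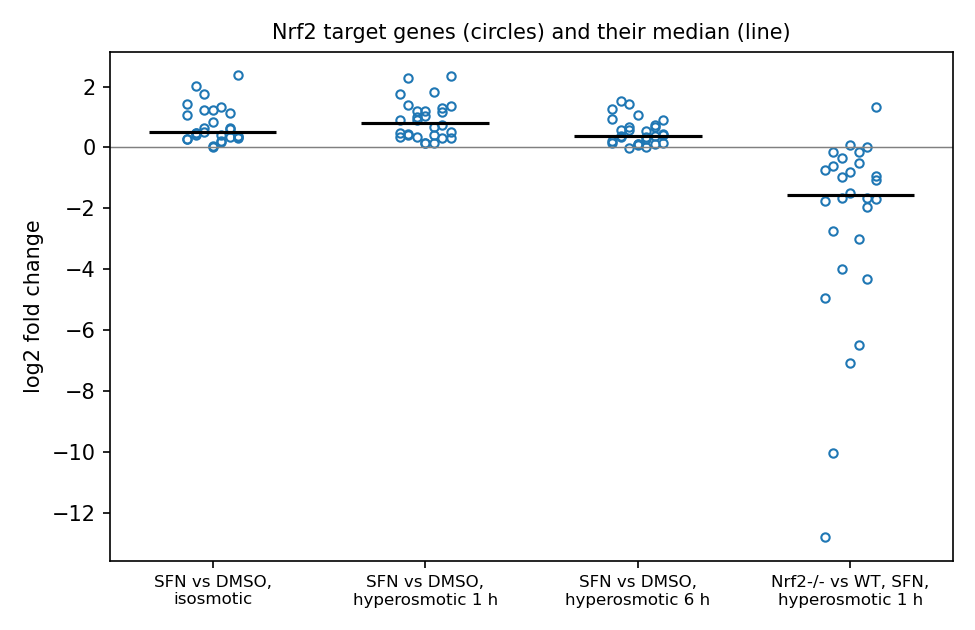
Log2 fold changes (vertical axis) of the 28 Nrf2 target genes, each a circle, with the line at their median, in 3 comparisons of SFN with DMSO in WT cells and in the comparison of Nrf2-/- with WT cells under SFN at 1 h. All 28 genes lie above 0 at 1 h of hyperosmotic stress, and the median lies below 0 in Nrf2-/- cells.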

Cluster 8, which was similarly upregulated by both SFN treatment and hyperosmotic stress, was enriched for pathways related to microtubule organization, cell cycle regulation, and DNA repair (Fig. S2). 

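Matched cluster 8 held 183 genes, with a median log2 difference of 0.57 for SFN under isosmotic conditions and 0.56 for hyperosmotic stress with DMSO. After 1 h of hyperosmotic stress, its median SFN difference was 0.069. A list of 94 cell cycle genes, also written in advance, had 2 members in cluster 8, 2.13% against 0.938% of the genes tested (Fisher's exact test, p = 0.221). Only 5 of the 94 were among the 3008 clustered genes, and enrichment within those was not tested. Over the whole list, the median log2 fold change was 0.028 for SFN under isosmotic conditions (camera adjusted p = 0.454) and 0.0089 for hyperosmotic stress with DMSO (camera adjusted p = 0.467). Of the 94 genes, 1 was called with SFN under isosmotic conditions, and 3 when adjusted over the list alone.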

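Whether the SFN effect differed between hyperosmotic and isosmotic conditions was tested with an interaction term in the same edgeR fit. For 95 genes the SFN effect was more positive after 1 h of hyperosmotic stress, and for 14 it was more negative, at an adjusted p under 0.05. Under unadjusted p, 1487 genes passed the same threshold. None of the 11 genes that the paper names in cluster 1 was among the 109, and 1 was called when adjusted over the list alone. Their median interaction was 0.27, with 7 of the 9 tested above 0 (camera adjusted p = 0.0366). It ranged from 0.095 without SFN replicate 2 of the 1 h libraries to 0.54 without SFN replicate 2 of the isosmotic libraries. With only the libraries of the conditions compared, it no longer passed, at 0.25. Without the 2 genes at the count floor in a condition, the median was 0.50. The 12 tested genes that the paper names in cluster 3 all had an interaction below 0, with a median of -0.50 (camera adjusted p = 0.00317), and -0.28 without SFN replicate 2 of the isosmotic libraries. The median was -0.37 for NFAT5 targets (9 of 12 below 0, camera adjusted p = 0.00771). It was -0.29 without the genes at the floor and -0.57 without SFN replicate 2 of the 1 h libraries. Heat shock genes had a median of -0.16 (camera adjusted p = 0.00415), and -0.090 without SFN replicate 2 of the isosmotic libraries. Under isosmotic conditions, the median SFN effect was 0.22 for the cluster 3 list (camera adjusted p = 0.0408) and 0.51 for heat shock genes (camera adjusted p = 3.89e-07). For NFAT5 targets it was 0.20 (7 higher, 3 lower, camera adjusted p = 0.025). At 1 h, these medians were -0.11, 0.19 and -0.049 (camera adjusted p = 0.0659, 2.31e-05 and 0.916). The interactions of NFAT5 targets and heat shock genes do not show a lowering by SFN at 1 h. For Nrf2 targets, the median interaction was 0.12 (18 of 28 above 0, camera adjusted p = 0.0405), from 0.057 without DMSO replicate 2 to 0.22 without DMSO replicate 1 of the isosmotic libraries. For Slc2a1, the interaction was 0.56 (standard error 0.13, adjusted p = 0.108 from edgeR's quasi-likelihood test), and its adjusted p ranged from 0.000819 to 0.218 across the alternatives. Immediate-early genes were prominent among the calls. Arc had an interaction of 2.63 (adjusted p = 1.26e-06) and Egr2 one of 2.39 (adjusted p = 0.0226). For Egr2, SFN lowered expression under isosmotic conditions from 2.41 ± 0.663 to 0.414 ± 0.0170 CPM (mean ± SD, n = 2), while at 1 h the values were 3.11 ± 0.467 with DMSO and 2.82 ± 0.0319 with SFN.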

Given that cluster one showed the most prominent SFN-dependent induction specifically under hyperosmotic conditions and was enriched for osmoprotective functions, we focused our subsequent analyses on this cluster.

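The Nrf2-/- libraries were first examined for Nfe2l2, the gene of Nrf2, which lies on chromosome 2 of GRCm38 from 75675513 to 75704641 on the minus strand. It had 391 and 433 counts in the isosmotic and 389 and 386 in the 1 h Nrf2-/- libraries. In the isosmotic WT libraries, counts were 3268 and 3380 with DMSO and 2496 and 4209 with SFN, at 1 h 2827 and 2615 with DMSO and 2938 and 2937 with SFN, and at 6 h 5013 and 4523 with DMSO and 4913 and 4787 with SFN. The log2 fold change of Nfe2l2 between Nrf2-/- and WT cells under SFN at 1 h was -2.76 (standard error 0.10, adjusted p = 9.01e-11 from edgeR's quasi-likelihood test). At 1 h under SFN, 2991 genes were higher and 3163 lower in Nrf2-/- than in WT cells, and under isosmotic conditions 3059 were higher and 3584 lower. The first count depended most on the libraries fitted, with 1526 genes called (686 higher and 840 lower) from the 4 libraries compared. Removing the trend with transcript length and GC content, an alternative chosen after the data were seen, gave 4040 higher and 2713 lower at 1 h. Of the 28 Nrf2 target genes, 26 were lower in Nrf2-/- cells at 1 h, with a median log2 fold change of -1.58 (limma's camera test, adjusted p = 1.47e-14), and 22 were called lower. Slc7a11, which overlaps several predicted genes, was higher in Nrf2-/- cells, with a log2 fold change of 1.32 (standard error 0.25, adjusted p = 0.000967 from edgeR's test), and its adjusted p was 0.103 with only the libraries compared. The log2 fold change was 0.70 without Nrf2-/- replicate 2 and 1.76 without Nrf2-/- replicate 1. Without Nrf2-/- DMSO libraries, these comparisons hold the genotype and its effect on the SFN response together.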

We next asked whether SFN-dependent gene activation requires Nrf2. RNA-seq analysis in *Nrf2*-knockout cells revealed that SFN failed to activate approximately 70% of the genes in cluster 1 (1492 of 2134 genes) under hyperosmotic stress (Fig. 2*D*), indicating that the induction of most osmoprotective genes by SFN is Nrf2-dependent. 

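The paper's text does not name the rule by which a gene failed to be activated, so both a description and a test were used. As a description, a gene was counted as not activated when its mean in SFN-treated Nrf2-/- cells at 1 h lay below the midpoint between the DMSO and SFN means of WT cells. In matched cluster 1 this held for 237 of 360 genes, 65.8% (95% Wilson interval 60.8% to 70.5%, which covers counting error only). With 1 Nrf2-/- library left out, the share was 61.1% or 66.4%, and with the DMSO mean in place of the midpoint it was 64.7%. The unadjusted p rule for choosing the genes gave 61.3%. Because cluster 1 had little SFN difference at 1 h, the share in it mainly compares Nrf2-/- with WT cells. Among all genes tested, 53.1% lay below their midpoint. In 1000 draws of genes outside the DEGs matched on expression, the share was 54.4% at the median (range 47.5% to 62.2%). Simulated Nrf2-/- libraries with the spread of the real pair gave 56.1% (48.3% to 61.4%) under full activation and 59.4% (52.5% to 67.8%) under no activation. Genes were drawn independently there, so these ranges leave out shifts shared by many genes. Of the genes below the midpoint, 71.3% were already lower in Nrf2-/- than in WT cells under isosmotic SFN. As a test, 15 of the 18 genes higher with SFN at 1 h were not significantly higher in Nrf2-/- SFN than in WT DMSO cells, 83.3% (95% Wilson interval 60.8% to 94.2%), and the same held for 84.5% of all genes tested. A lack of significance does not show a lack of activation, and as many, 15 of 18, were significantly lower in Nrf2-/- than in WT SFN cells. Across 7 other settings this share ranged from 66.7% to 90.9%. With only the libraries compared, an alternative chosen after the data were seen, it was 527 of 556 genes, 94.8%, against 96.2% of all genes tested. By the midpoint rule, 51.8% of these 556 genes lay on the DMSO side. From the share of cluster 1 that was not activated in Nrf2-knockout cells, the paper concludes that the induction of most osmoprotective genes by SFN depends on Nrf2.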

We accordingly defined this subset as Nrf2-dependent osmoprotective genes. Representative RNA-seq tracks for *Slc2a1*, *Slc5a10*, and *Slc22a4* are shown in Figure 2*E*. 

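Slc2a1, which encodes the glucose transporter Glut1, lies on chromosome 4 of GRCm38 (mm10) from 119108711 to 119137983 on the plus strand (ENSMUSG00000028645). At 1 h of hyperosmotic stress it had 101 ± 0.962 TMM-normalized CPM with DMSO and 130 ± 4.98 with SFN in WT cells, and 74.8 ± 1.49 in Nrf2-/- SFN cells (mean ± SD, n = 2 libraries each). In the annotation it overlaps Gm12867, Gm12868 and Mir1957a. The log2 fold change with SFN was 0.36 (standard error 0.094, adjusted p = 0.575 from edgeR's quasi-likelihood test over all 16 libraries). Its adjusted p was 6.46e-11 with only the libraries compared and 0.0400 with DESeq2, and ranged up to 1 across the alternatives. Compared with WT SFN cells, Slc2a1 in Nrf2-/- SFN cells had a log2 fold change of -0.79 at 1 h (standard error 0.095, adjusted p = 1.50e-05) and -0.64 under isosmotic conditions (standard error 0.095, adjusted p = 0.000101). Hyperosmotic stress for 1 h lowered Slc2a1 in DMSO-treated cells by a log2 fold change of -0.36 (adjusted p = 0.0228). Slc5a10, a sodium-coupled sugar transporter gene, lies on chromosome 11 from 61672781 to 61720826 on the minus strand (ENSMUSG00000042371), where the annotation also places Fam83g and Grap, and it starts 8823 bp past the end of Prpsap2. It had 15 and 25 counts with DMSO, 33 and 46 with SFN and 11 and 6 in Nrf2-/- SFN cells at 1 h. Its log2 fold change was 1.01 with SFN (standard error 0.56, adjusted p = 1), from 0.60 without DMSO replicate 1 to 1.56 without DMSO replicate 2, and -2.04 in Nrf2-/- against WT SFN cells (standard error 0.60, adjusted p = 0.0178, and 0.0857 with only the libraries compared). Slc22a4 lies on chromosome 11 from 53983123 to 54028090 on the minus strand (ENSMUSG00000020334) and had 65 and 45 counts with DMSO, 82 and 85 with SFN and 62 and 34 in Nrf2-/- SFN cells. For Slc22a4, the log2 fold change was 0.67 with SFN (standard error 0.41, adjusted p = 1) and -0.64 in Nrf2-/- against WT SFN cells (standard error 0.41, adjusted p = 0.269). The latter was -1.12 without Nrf2-/- replicate 1 and -0.28 without Nrf2-/- replicate 2. For Slc2a1 and Slc22a4, both SFN libraries lay above both DMSO libraries at 1 h, as for Slc5a10, an order that an exact permutation test gives with p = 0.333 at best.

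**Figure D3:**
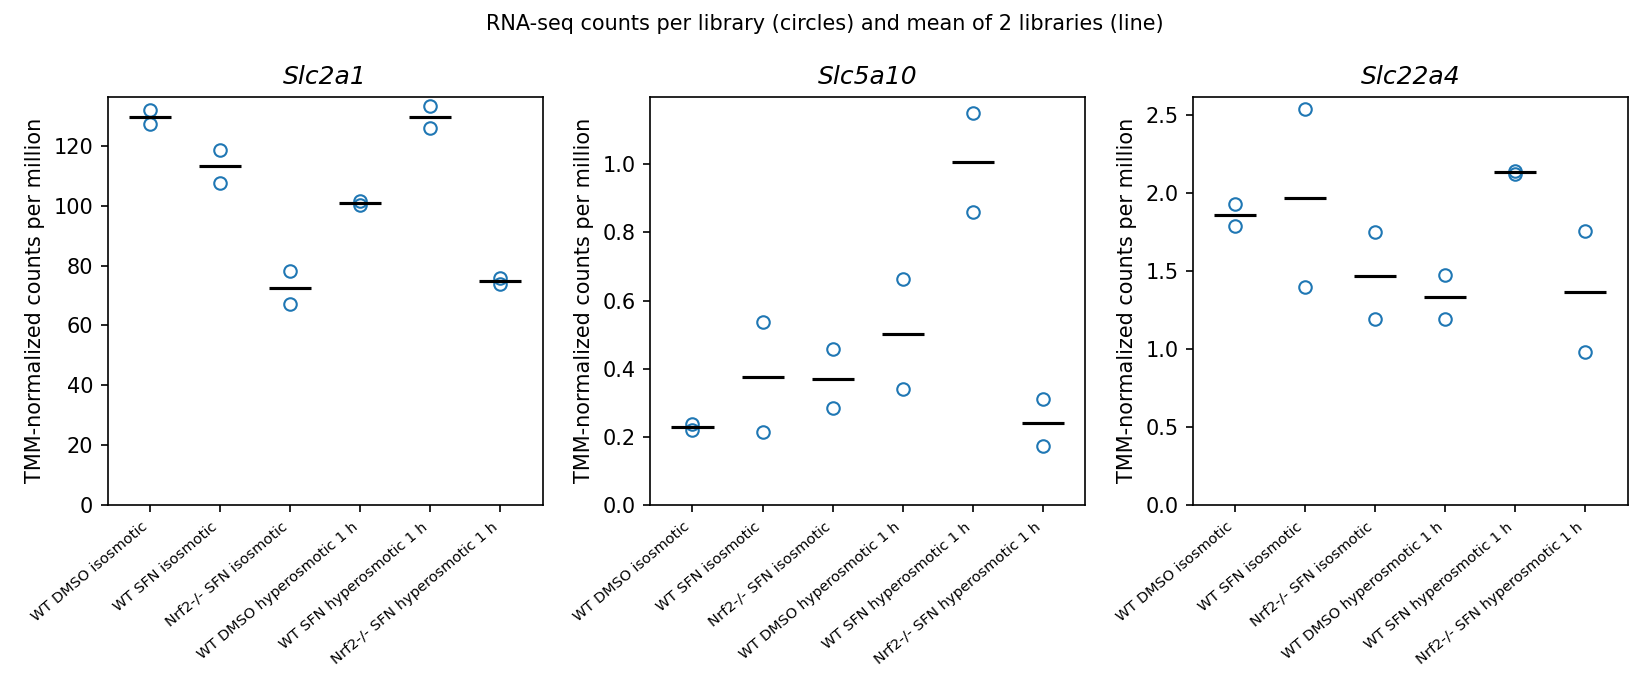
TMM-normalized CPM (vertical axes, starting at 0) of Slc2a1, Slc5a10 and Slc22a4 in the 6 conditions described in the paper (horizontal axes), with a circle per library and a line at the mean of 2 libraries. For Slc2a1, the SFN libraries lie above the DMSO libraries at 1 h and the Nrf2-/- libraries below both; the counts of the other two are below those of Slc2a1 in every library.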

Taken together, these findings demonstrate that Nrf2 activation protects cells from hyperosmotic stress by orchestrating a transcriptional program that enhances amino acid and ion transport, thereby promoting cellular homeostasis and enhancing cell survival under hyperosmotic stress.

### Nrf2 establishes a permissive chromatin state at osmoprotective loci prior to hyperosmotic challenge

To elucidate the mechanism by which Nrf2 activates osmoprotective genes under hyperosmotic stress, we first performed Nrf2 ChIP-seq analysis. The results showed that under basal conditions, SFN treatment increased the binding of Nrf2 to these genes. Unexpectedly, this enhanced Nrf2 binding was not maintained under hyperosmotic stress, when Nrf2 signals at these loci were largely diminished (Fig. 3*A*). Given that SFN enhanced the expression of these genes under hyperosmotic stress, we hypothesized that Nrf2 activation might pre-condition the chromatin state of these genes, thereby priming them for more efficient transcriptional activation under stress.

**Figure 3:**
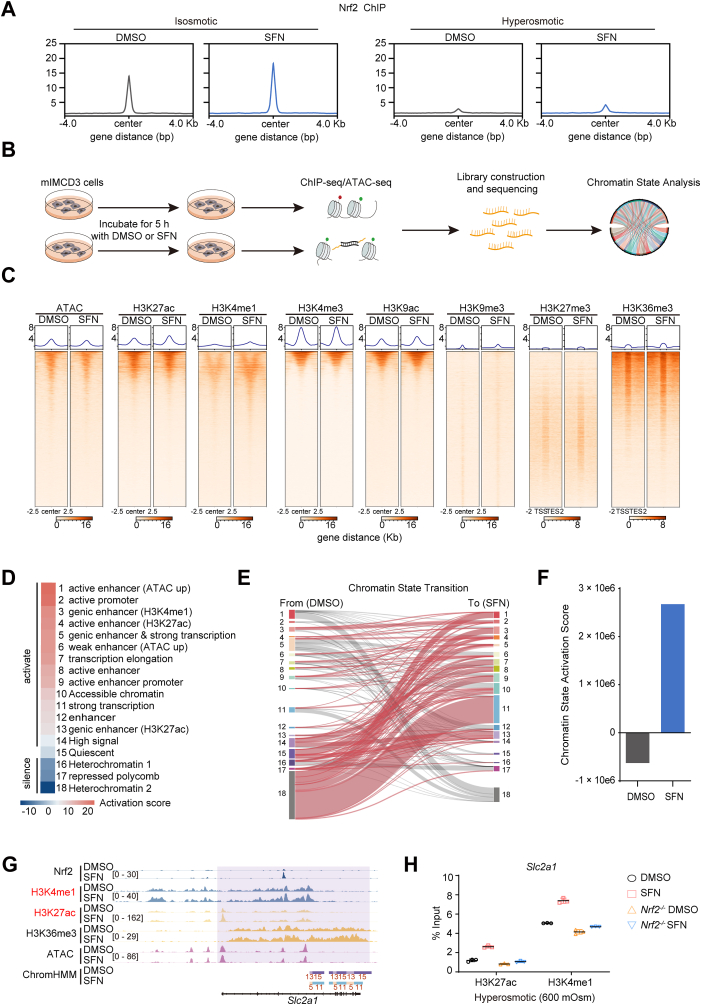
**Nrf2 activation primes the chromatin state of Nrf2-dependent osmoprotective genes.***A*, aggregate Nrf2 ChIP-seq signal centered on Nrf2-binding peaks assigned to Nrf2-dependent osmoprotective genes in mIMCD3 cells under the indicated conditions (±4 kb from peak center). *B*, schematic diagram of ATAC-seq and ChIP-seq analysis in mIMCD3 cells treated with DMSO or SFN. *C*, heatmaps displaying normalized ATAC-seq and ChIP-seq signals for the indicated histone modifications across all detected chromatin regions (peaks centered ± 2.5 kb). *D*, unsupervised clustering of chromatin states derived from combinatorial histone modification patterns, ranked by a composite activation score. *E*, model depicting the SFN-induced chromatin state transition toward a more permissive configuration at Nrf2-dependent osmoprotective genes. *F*, quantification of the chromatin state activation score in mIMCD3 cells treated with DMSO or SFN. *G*, IGV snapshot of ATAC-seq and ChIP-seq tracks for H3K4me1, H3K27ac, and H3K36me3 at the *Slc2a1* locus. *H*, ChIP-qPCR validation of H3K27ac and H3K4me1 enrichment at specific *Slc2a1* regulatory regions in WT or *Nrf2* KO mIMCD3 cells, treated with DMSO or SFN and subjected to 1-h hyperosmotic stress.

To test this "chromatin priming" hypothesis, we performed integrative chromatin profiling. We conducted ATAC-seq and ChIP-seq for key histone modifications (H3K27ac, H3K9ac, H3K4me3, H3K4me1, H3K36me3, H3K9me3, and H3K27me3) in cells treated with DMSO or SFN (Fig. 3, *B* and *C*). A random forest model (25) was employed to quantify chromatin activity by integrating these epigenetic marks with gene expression data, where features like ATAC-seq and specific histone modifications (H3K27ac, H3K9ac, H3K4me3, H3K4me1, and H3K36me3) served as active signals, and H3K9me3/H3K27me3 as repressive signals (Fig. S3*A*). Genome-wide chromatin states were systematically annotated using ChromHMM algorithm (26), defining 18 distinct states (Fig. S3*B*).

We focused on chromatin state changes in Nrf2-dependent osmoprotective genes. By evaluating the enrichment patterns of modifications and their regulatory effects on expression, we calculated activation scores for each state and ranked them accordingly. States 1 to 14 were associated with transcriptional activity, whereas states 15 to 18 were linked to silencing, with active enhancers exhibiting the highest scores and heterochromatin the lowest (Fig. 3*D*). Analysis revealed that after SFN treatment, the majority of Nrf2-dependent osmoprotective genes transitioned from more silent states (states 14–18) to highly active states (states 1–11) (Fig. 3*E*).

Quantification using chromatin state activation scores further confirmed that these genes displayed substantially higher scores following SFN treatment, indicating that SFN promotes a shift toward more active chromatin states (Fig. 3*F*). Further analysis revealed that SFN-induced increases in chromatin state activation scores were most pronounced at promoter regions of Nrf2-dependent osmoprotective loci under isosmotic conditions (Fig. S4). Taking the osmoprotective gene *Slc2a1* as an example, SFN treatment markedly increased the levels of H3K27ac and H3K4me1 modifications at its promoter and enhancer regions, accompanied by a transition toward more active chromatin states, visually illustrating the chromatin state remodeling induced by SFN (Fig. 3*G*). Importantly, this SFN-induced active chromatin state was maintained even under hyperosmotic stress but was completely absent in *Nrf2*-knockout cells (Fig. 3*H*). Collectively, these findings indicate that Nrf2 licenses transcriptional competence through chromatin remodeling rather than acting as a sustained DNA-bound activator during osmotic stress.

### Nrf2-dependent chromatin priming enables efficient NFAT5 recruitment during osmotic stress

Given that active chromatin is more accessible for transcription factor recruitment (27, 28), we hypothesized that Nrf2-mediated chromatin activation facilitates the binding of osmosensitive transcription factors to the loci of osmoprotective genes. Nfat5 (also known as TonEBP) is the most critical transcription factor responding to hyperosmotic stress, responsible for activating numerous osmoprotective genes to maintain cellular homeostasis (2, 29, 30, 31). Assessment of Nfat5 expression revealed that SFN treatment did not cause notable changes in either mRNA or protein levels under normal conditions or hyperosmotic stress (Fig. S5, *A* and *B*).

Notably, Nfat5 ChIP-seq analysis demonstrated that SFN treatment greatly enhanced the binding of Nfat5 to Nrf2-dependent osmoprotective genes under hyperosmotic stress (Fig. 4*A*). Taking the *Slc2a1* and *Slc5a10* genes as examples, their ChIP-seq signal tracks visually demonstrated that SFN treatment substantially increased the Nfat5 binding peaks (Fig. 4*B*). Quantitative results from ChIP-qPCR at three gene loci - *Slc2a1*, *Slc5a10*, and *Atp1a1*—further validated this enhancement effect (Fig. 4*C*). Most importantly, in *Nrf2*-knockout cells, the SFN-induced enhancement of Nfat5 binding was completely abolished (Fig. 4*C*). These data indicate that the active chromatin environment established by Nrf2 activation is a prerequisite for the efficient recruitment of Nfat5 to target genes under hyperosmotic stress.

**Figure 4:**
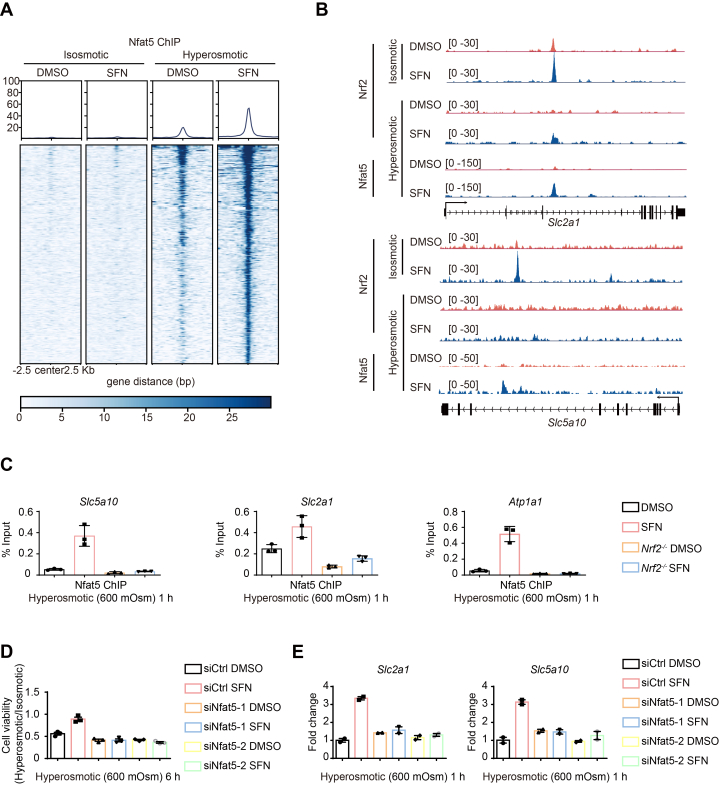
**Nrf2 facilitates the binding of Nfat5 to Nrf2-dependent osmoprotective genes.***A*, aggregate Nfat5 ChlP-seq signal centered on Nfat5-binding peaks assigned to Nrf2-dependent osmoprotective genes in mIMCD3 cells under the indicated conditions (peaks centered ± 2.5 kb). *B*, IGV snapshot of Nrf2 and Nfat5 ChIP-seq tracks at the loci of two representative genes, *Slc2a1* and *Slc5a10*. *C*, ChIP-qPCR quantification of Nfat5 enrichment at specified genomic loci in WT or *Nrf2* KO mIMCD3 cells, pretreated with DMSO or SFN before a 1-h hyperosmotic challenge. *D*, cell viability of mIMCD3 cells under hyperosmotic stress, treated with 10 μM SFN or DMSO, in the presence or absence of Nfat5 knockdown. *E*, RT-qPCR analysis of *Slc5a10* and *Slc2a1* mRNA expression in mIMCD3 cells under hyperosmotic stress, comparing control and Nfat5-knockdown conditions.

We next explored whether the protective effects of SFN against hyperosmotic stress are mediated by enhanced recruitment of Nfat5 to osmoprotective genes. We first knocked down Nfat5 in mIMCD3 cells using two effective Nfat5 siRNAs (Fig. S5, *C* and *D*) and then assessed the impact of this knockdown on the protective effects of SFN against hyperosmotic stress. As shown in Figure 4*D*, SFN significantly increased cell viability under hyperosmotic stress in control cells, but this effect was lost in *Nfat5*-knockdown cells. Additionally, *Nfat5* knockdown prevented the SFN-induced expression of Nrf2-dependent osmoprotective genes (Fig. 4*E*). These data indicate that Nfat5 is a critical mediator of SFN-conferred protection against hyperosmotic stress.

Collectively, these findings suggest that SFN-induced Nrf2 activation modifies the chromatin state of osmoprotective genes, enabling enhanced binding of Nfat5 under hyperosmotic stress and thereby boosting the expression of osmoprotective genes.

### Nrf2 promotes renal osmotic tolerance and tissue protection during dehydration *in vivo*

To determine whether Nrf2-mediated regulation of osmotic stress–responsive transcription confers physiological protection *in vivo*, we subjected wild-type and Nrf2-deficient mice to dehydration-induced osmotic challenge. C57BL/6 wild-type (WT) and *Nrf2*^*−/−*^ mice were subjected to 24-h water deprivation (Fig. 5*A*), a condition that induces systemic dehydration and markedly elevates the osmolarity of the renal medullary interstitium, thereby exposing renal epithelial cells to profound hyperosmotic stress. Under these conditions, *Nrf2*^*−/−*^ mice exhibited a pronounced increase in renal cell death compared with WT controls, as assessed by TUNEL staining (Fig. 5*B*), indicating an essential role for Nrf2 in maintaining cellular survival within the hyperosmotic renal microenvironment.

**Figure 5:**
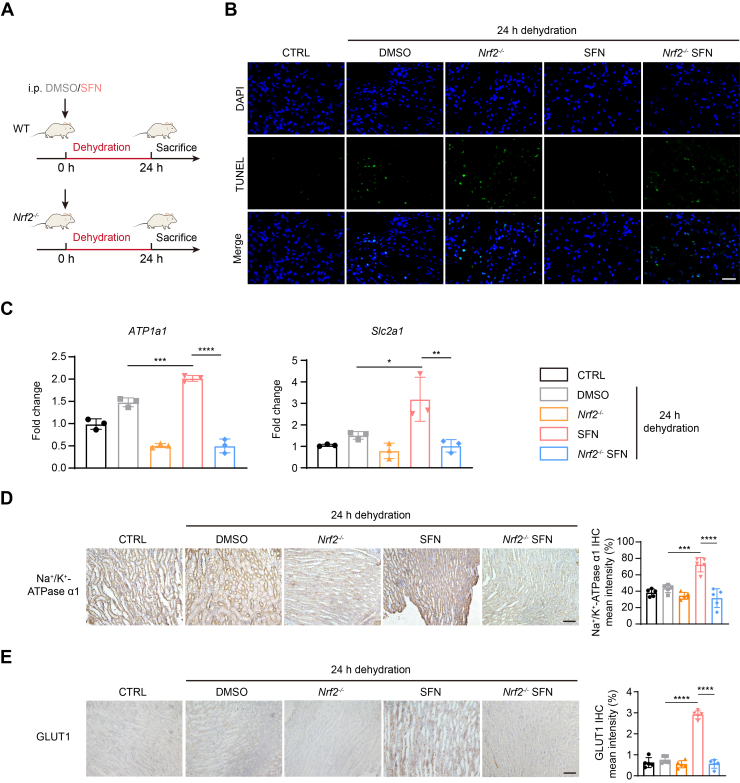
**Pharmacological activation of Nrf2 attenuates dehydration-induced renal injury *via* upregulation of osmoprotective genes.***A*, experimental design for the *in vivo* dehydration challenge. Wild-type (WT) and *Nrf2*^−/−^ mice, with or without SFN pretreatment, were subjected to 24-h water deprivation. *B*, assessment of renal cell death by TUNEL staining. *C*, RT-qPCR analysis of mRNA levels for the osmoprotective genes *Atp1a1* and *Slc2a1* in mouse renal inner medulla tissue with indicated treatments. *D*, immunohistochemical staining and quantification of Na^+^/K^+^-ATPase α1 (encoded by *Atp1a1*) in renal tissue. *Left*: representative images. *Right*: quantification of signal intensity. *E*, immunohistochemical staining and quantification of glucose transporter 1 (GLUT1, encoded by *Slc2a1*) in renal tissue. *Left*: representative images. *Right*: quantification of signal intensity. *C–E*, data are presented as mean ± SD. One-way ANOVA was used for all statistical analysis. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

To evaluate the renoprotective potential of pharmacologically activated Nrf2, mice were pretreated with SFN before water deprivation. SFN treatment significantly attenuated dehydration-induced renal cell death in WT mice, an effect that was entirely absent in *Nrf2*^*−/−*^ mice (Fig. 5*B*). Mechanistically, RT-qPCR analysis of mouse renal inner medulla tissue showed that SFN induced the expression of key osmoprotective genes, including *Atp1a1* and *Slc2a1*, in an Nrf2-dependent manner (Fig. 5*C*). This transcriptional upregulation was confirmed at the protein level by immunohistochemistry, which revealed increased abundance of Na^+^/K^+^-ATPase α1 (encoded by *Atp1a1*) and glucose transporter 1 (GLUT1, encoded by *Slc2a1*) specifically in the kidneys of SFN-treated WT, but not *Nrf2*^*−/−*^, mice (Fig. 5, *D* and *E*). Collectively, these results demonstrate that Nrf2 activation bolsters renal osmotic tolerance and preserves tissue integrity during dehydration by orchestrating the expression of osmoprotective genes.

Collectively, our findings support a model in which Nrf2 enhances osmotic stress -responsive transcription through a mechanism distinct from direct transcriptional activation. Rather than sustaining transcription during hyperosmotic stress or altering NFAT5 abundance or activation, Nrf2 promotes a transition toward more active chromatin states at NFAT5 target loci prior to stress exposure. This chromatin-based priming facilitates more efficient NFAT5 recruitment upon hyperosmotic challenge, thereby amplifying NFAT5-dependent transcription and supporting cellular adaptation to osmotic stress (Fig. 6).

**Figure 6:**
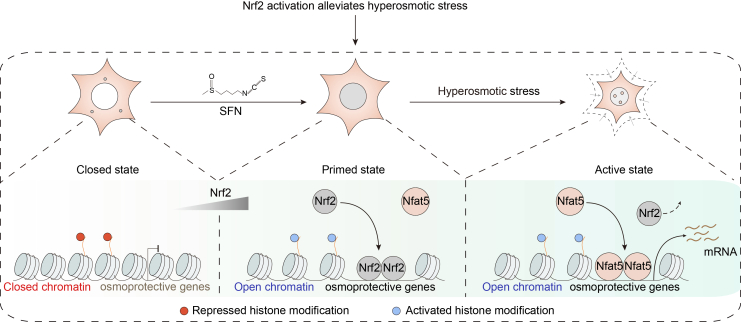
**Working model for Nrf2-mediated chromatin priming in osmotic stress adaptation.** Under basal conditions, osmoprotective gene loci are characterized by relatively inactive chromatin states and *low* transcriptional output. Activation of Nrf2 establishes activation-associated chromatin states and activating histone modifications at NFAT5 target loci without directly inducing transcription. Upon hyperosmotic stress, NFAT5 is more efficiently recruited to these primed loci, resulting in amplified NFAT5-dependent transcription and enhanced osmotic stress tolerance.

## Discussion

Hyperosmotic stress poses a fundamental challenge to cellular homeostasis, and transcriptional adaptation has traditionally been viewed as a stimulus-driven process dominated by stress-responsive transcription factors such as NFAT5 (2, 8). Here, we identify Nrf2 as a previously unrecognized upstream regulator of osmotic stress - responsive transcription that operates through a distinct chromatin-based mechanism. Rather than acting as a sustained transcriptional activator during osmotic stress, Nrf2 functions as an epigenetic priming factor that establishes a permissive chromatin landscape at osmoprotective gene loci prior to hyperosmotic challenge, thereby licensing efficient transcriptional activation upon stress exposure. Notably, this priming effect persists even when Nrf2 occupancy at these loci is diminished during stress, uncoupling chromatin licensing from stimulus-dependent transcriptional activation.

Our findings define a hierarchical regulatory framework in which Nrf2 acts upstream of NFAT5 to shape transcriptional competence. While NFAT5 remains the principal driver of osmoprotective gene transcription in response to hyperosmotic stress, the efficiency of NFAT5 recruitment and transcriptional output is critically determined by the underlying chromatin state (32, 33). By establishing activation-associated chromatin states, including increased H3K9ac, H3K27ac and H3K4me1 enrichment at NFAT5 target loci, Nrf2-dependent priming enhances NFAT5 binding without altering NFAT5 expression or abundance. This separation of chromatin state regulation from transcription factor activation provides a mechanistic explanation for how cells fine-tune the magnitude and robustness of transcriptional responses under osmotic challenge.

More broadly, this study highlights chromatin state regulation as a mechanism that enhances cellular preparedness for environmental stress. By decoupling chromatin state establishment from stimulus-induced transcription factor activation, cells can preconfigure stress-responsive loci to enable rapid and amplified transcriptional responses when challenges arise. Such chromatin-based licensing mechanisms may extend beyond osmotic stress, providing a general framework through which stress-responsive transcription factors integrate chromatin context with environmental cues to modulate transcriptional output. In this regard, Nrf2 exemplifies a class of regulators that shape future transcriptional potential rather than directly executing stress-induced gene expression programs.

The physiological relevance of this regulatory mechanism is supported by our *in vivo* findings. In a dehydration-induced hyperosmotic model, renal epithelial cells exhibited increased cell death, which was further exacerbated in Nrf2-deficient mice. Conversely, pharmacological activation of Nrf2 restored osmoprotective gene expression and significantly reduced renal injury. These results establish a functional link between chromatin-based transcriptional priming and tissue-level resilience to hyperosmotic stress *in vivo*.

Nrf2 is best known as a master regulator of antioxidant and cytoprotective responses and has emerged as an important suppressor of ferroptosis through the regulation of genes involved in redox homeostasis, lipid peroxide detoxification, and iron metabolism. Recent studies have further expanded this framework by demonstrating roles for Nrf2 in ferritinophagy and iron homeostasis, highlighting its broader contribution to iron–lipid metabolic regulation (34, 35, 36, 37). Within this context, our findings identify an additional layer of Nrf2 function. Rather than directly activating osmoprotective genes during hyperosmotic stress, Nrf2 promotes activation-associated chromatin states before stress exposure, thereby facilitating efficient NFAT5-dependent transcriptional responses during subsequent osmotic challenge.

Importantly, our work expands the functional repertoire of Nrf2 beyond its canonical antioxidant and cytoprotective roles. Rather than acting solely as a stress-induced transcriptional activator, Nrf2 emerges here as a chromatin-associated regulator capable of shaping transcriptional competence in advance of environmental challenge. This mode of action – modulation of chromatin states rather than direct gene induction - suggests a broader principle by which cells integrate metabolic and stress-related signals to fine-tune adaptive gene regulatory programs.

Several limitations of this study should be acknowledged. First, although our data demonstrate that Nrf2 promotes activation-associated chromatin states at osmoprotective loci, the chromatin-modifying cofactors responsible for these epigenetic changes remain unknown. Second, while we observed reduced Nrf2 occupancy following hyperosmotic stress, the molecular mechanisms underlying this redistribution and its functional significance require further investigation. Finally, it will be important to establish whether similar Nrf2-dependent chromatin regulatory mechanisms operate in other stress-responsive pathways beyond osmotic adaptation.

In summary, this study uncovers a previously unrecognized epigenetic role for Nrf2 in osmotic stress adaptation. By promoting activation-associated chromatin states at osmoprotective gene loci, Nrf2 facilitates NFAT5-dependent transcription and promotes cellular survival under hyperosmotic conditions. Together, these findings provide new insight into the chromatin-based regulation of osmotic homeostasis and establish a conceptual framework for understanding how transcriptional competence is preconfigured in anticipation of environmental stress.

## Materials and methods

### Study design

Initially identified through an unbiased high-throughput chemical screen, this study aimed to elucidate the mechanism by which Nrf2 activation enhances cellular survival under hyperosmotic stress. The drug screening experiments data were from two biological replicates. The mechanism of Nrf2-dependent chromatin and gene expression changes was assessed through ChIP-seq, ATAC-seq, and RNA-seq. ChIP-seq and ATAC-seq data were derived from a single biological replicate, and RNA-seq data were obtained from two biological replicates. The RNA-seq, ChIP-seq and ATAC-seq data from this study are available in the Gene Expression Omnibus (GEO) database and can be accessed using the access token “krkrkkmqtbqlpwb” (GSE266024).

### Mice and drug treatment

*Nrf2* KO mice were provided by Jingbo Pi (School of Public Health, China Medical University). The mice were housed in a controlled environment with a 12-h light-dark cycle, temperatures between 21 to 25 °C, and humidity levels of 30 to 70%. They had ad libitum access to food and water. Eight-week-old male mice were used for the experiments and randomly assigned to experimental groups. All animals had free access to food and were either allowed free access to water or subjected to 24 h of water restriction. For sulforaphane treatment, mice received intraperitoneal injections of sulforaphane (10 mg/kg/day, dissolved in saline; LKT Labs, S8047) prior to water restriction, while control mice were injected with DMSO. After treatment, mice were perfused with PBS and euthanized. The left kidneys were embedded in OCT for cryosectioning, and the renal medulla from the right kidneys was collected for further analysis. All mouse care and experimental protocols were approved by the Ethical Committee of Tianjin Medical University (TMUaMEC 2022016).

### Cell culture

mIMCD3 cells and primary IMCD cells were cultured in Dulbecco's Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F12) medium containing 10% fetal bovine serum (FBS) at 37 °C in a humidified 5% CO2 atmosphere.

### Primary IMCD cell isolation from mouse kidneys

Primary renal epithelial cells were isolated from the kidneys of healthy mice, and DBA^+^ cells were enriched following a previously established protocol (38). Briefly, kidney tissues underwent enzymatic digestion with collagenase/hyaluronidase (07,919, STEMCELL Technologies) at 37 °C for 90 min. The cell suspension was then incubated with biotinylated anti-DBA antibody (B-1035, Vector Laboratories) at 4 °C for 10 min, followed by purification using the Collection Biotin Binder Kit (11533D, Invitrogen) at room temperature. The purified DBA^+^ cells were subsequently immortalized by transduction with SV40 large T antigen (Genomeditech) to establish a DBA^+^ immortalized cell line.

### Drug screening

The drug screening experiment was conducted at Tianjin Medical University's Basic Medical Research Center using the Explorer G3 automated system and a high-throughput screening platform library. mIMCD3 cells were plated in 384-well plates (1500 cells/well) on day 0 and cultured overnight. On day 1, compounds (10 μM) were applied in duplicate. After 5 hours of treatment, cells were cultured in either isosmotic or hyperosmotic medium (DMEM/F12 with 120 mM NaCl and 80 mM urea) for 6 hours. Cell viability was assessed by adding MTS reagent (Promega, G3581) and measuring absorbance at 490 nm.

### Generation of *Nrf2* knock out and *Keap1* knock out cell line

LentiGuide-Puro (#52963) and LentiCas9-Blast (#52962) constructs were obtained from Addgene, sgRNAs were designed using sgRNA Designer (https://portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design). To generate the *Nrf2* knock out and *Keap1* knock out cell line, cells were infected with appropriate amounts of lentiviral particles for 12 h, and then virus-containing medium was removed and replaced with fresh medium for 48 h. Stably transduced cells were selected by blasticidin. Stable cells expressing Cas9 was infected and selected with puromycin. The expression of Nrf2 and Keap1 were detected *via* immunoblotting.

### ATAC-seq

100,000 cells were lysed in a lysis buffer (containing 10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, and 0.1% (v/v) IGPAL CA-630) for 10 min on ice, followed by centrifugation at 500*g* for 5 min. The isolated nuclei were supplemented with 50 μl of transposition reaction buffer (comprising 5 μl of TruePrep Tagment Enzyme, 10 μl of TruePrep Tagment Buffer L, and 35 μl of ddH2O from Vazyme TD501–01) and then incubated at 37 °C for 30 min. After tagmentation, VAHTS DNAClean Beads were employed to halt the reaction, and DNA was subsequently purified for the final library construction using the TruePrepTM DNA Library Prep Kit V2 for Illumina. Finally, paired-end high-throughput sequencing was carried out using the HiSeq X Ten platform.

### Chromatin immunoprecipitation sequencing and ChIP-qPCR

mIMCD3 cells were fixed with 1% formaldehyde at room temperature for 10 min. Crosslinking was halted by adding 150 mM of glycine for 5 min at room temperature. Subsequently, cells were washed twice with PBS and harvested using chromatin immunoprecipitation (ChIP) cell lysis buffer (containing 10 mM EDTA, 1% SDS, and 50 mM Tris-HCl at pH 8.0). The cells were then fragmented by sonication (ranging from 200 to 500 bp). Immunoprecipitation was carried out using 2 μg of NRF2 (Abcam, ab62352), NFAT5 (Abcam, ab3446), H3K27ac (Abcam, ab4729), H3K4me1 (Abcam, ab8895), H3K4me3 (Millipore, 05–745R), H3K9ac (Abcam, ab4441), H3K9me3 (Abcam, ab8898), H3K27me3 (Abcam, ab6002) and H3K36me3 (Abcam, ab9050) antibodies. After elution and reversal of crosslinking, samples were treated with RNase A for 30 min at 37 °C. For ChIP-qPCR, 1 μl purified DNA was used per qPCR reaction (Table S1).

### RNA sequencing and real-time quantitative PCR

Total RNA was extracted from cells or kidney tissues using TRIzol. RNA sequencing (RNA-seq) was conducted on the Illumina NovaSeq platform. Hisat2 was utilized to align sequence reads to the mm10 reference genome sequence. Samtools was employed to sort the aligned reads, and read counts per gene were acquired from the mapped reads through FeatureCounts. Mfuzz algorithm were used to analyze dynamic gene expression. All sequencing data have been deposited in the Gene Expression Omnibus (GSE266023). For real-time quantitative PCR (RT-qPCR), the total RNA was reverse transcribed into complementary DNA (cDNA) utilizing the cDNA Synthesis Kit. Real-time quantitative polymerase chain reaction (RT-qPCR) was conducted employing SYBR Green Master along with gene-specific primers (Table S2).

### ChIP-seq and ATAC-seq analysis

The Bowtie2 algorithm was employed to align paired-end reads obtained from ChIP-seq and ATAC-seq experiments to the mouse reference genome mm10. To eliminate PCR duplicates and reads aligned to mtDNA, the "mark duplicates" command from Picard (http://broadinstitute.github.io/picard/) was utilized. Subsequently, ChIP-seq and ATAC-seq peaks were identified using HOMER's findPeaks algorithm. Bigwig files were generated based on the deepTools output. Statistical differences in normalized read counts across peaks between sets of ChIP-seq experiments were determined using HOMER's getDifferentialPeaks.pl, which leverages the statistical modeling functions of DESeq2. ChromHMM algorithm was then applied to define chromatin states. ChIP-seq peaks were first called using HOMER and converted into binarized presence/absence matrices using the ChromHMM BinarizeBed function with 200-bp genomic bins. ChromHMM was then used to learn combinatorial chromatin states based on the distribution of histone modification signals across the genome. For downstream analyses, chromatin activity was quantified using state-specific activation scores derived from the enrichment patterns of activation-associated histone marks. Activity scores for promoters, enhancers, and gene bodies were calculated as the length-weighted sum of chromatin states overlapping each genomic region. The AnnotatePeaks.pl algorithm was utilized to analyze the distribution of peaks around the transcription start site (TSS). Genomic data have been deposited in the Gene Expression Omnibus (GSE266021 and GSE266022).

### TUNEL

TUNEL staining was performed on frozen kidney sections using a YF488 TUNEL Apoptosis Detection Kit (T6013S, UElandy, China). Briefly, 50 μl of TUNEL reaction mixture containing TdT enzyme and reaction buffer was applied to each section and incubated at 37 °C for 1 h in the dark. The reaction mixture was then removed, and the sections were washed twice with PBS. Finally, the slides were counterstained with DAPI and mounted for imaging.

### Immunohistochemistry

The mouse kidney tissues were perfused with 10% formalin overnight and subsequently embedded in paraffin. Tissue sections were treated with 3% H2O2 for 15 min, followed by blocking with 5% BSA for 1 h at room temperature. Kidney sections were then subjected to incubation with primary antibodies against Atp1a1 (14418-1-AP, Proteintech) and Glut1 (sc-377228, Santa cruz). Following primary antibody incubation, sections were further incubated with anti-mouse/rabbit HRP secondary antibody (ZSGB-BIO pv-6000).

### Immunoblotting

For Western blot analysis, cells were lysed in radioimmunoprecipitation assay lysis buffer containing a phosphatase inhibitor cocktail, a protease inhibitor cocktail, and dithiothreitol. The antibodies used in this study included NRF2 (Abcam, ab62352), α-tubulin (Proteintech, 11224-1-AP) and NFAT5 (Abcam, ab3446).

### Statistical analysis

Significance was assessed using a two-tailed unpaired *t* test or One-way ANOVA to compare two independent groups, analyzed with GraphPad Prism Software. A *p*-value < 0.05 was considered statistically significant. Results are presented as means ± SD, based on data from at least two independent experiments.

### Data availability

The RNA-seq, ChIP-seq and ATAC-seq data from this study are available in the Gene Expression Omnibus (GEO) database and can be accessed using the access token “krkrkkmqtbqlpwb” (GSE266024). All data necessary to evaluate the conclusions in this paper are included within the paper and/or the Supporting Information.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

How the deposited data were processed for this re-analysis (not part of the article)

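RNA-seq counts of mIMCD3 cells were analysed for 16 libraries, 2 biological replicates for each of 8 conditions that differed in genotype (WT or Nrf2-/-), pretreatment (DMSO or SFN) and hyperosmotic stress (none, 1 h or 6 h). Conditions and replicates were taken from the sample labels and checked against the paper. The labels describe the RNA as extracted from primary cells in 1 place and as mIMCD3 in all others; mIMCD3, as in the paper, was used.

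The authors aligned reads to mm10 with Hisat2, sorted them with Samtools and counted reads per gene symbol with FeatureCounts, and they deposited these raw counts, 1 library at a time, without normalization. Versions, annotation, strand setting and the handling of reads shared between genes are not named in the paper's text. Reads shared between paralogs or overlapping genes can therefore be split or lost. Lines without a gene name, 2 in WT DMSO isosmotic replicate 1 and 3 in Nrf2-/- SFN isosmotic replicate 1, were left out.  Even counts made up 58.0% to 68.5% of counts from 1 to 10, so a count may not always be an independent fragment. Intervals from counts cover counting error only.

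Total counts per library lay between 34484296 and 50774875. Between the 2 libraries of a condition, the biological coefficient of variation was 0.111 (WT DMSO isosmotic), 0.128 (WT SFN isosmotic), 0.0473 and 0.0395 (DMSO and SFN at 1 h), 0.0644 and 0.0840 (DMSO and SFN at 6 h), 0.0871 (Nrf2-/- SFN isosmotic) and 0.348 (Nrf2-/- SFN at 1 h). The first 3 principal components of log2 CPM (prior count 2) held 41.6%, 21.7% and 17.8% of the variance, and the Nrf2-/- libraries lay apart from all WT libraries.

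Analyses were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and e1071 1.7.16. The main test was edgeR's quasi-likelihood F-test (robust) after TMM normalization and edgeR's filter on low counts, which kept 19509 genes, with 1 coefficient for each of the 8 conditions and Benjamini-Hochberg adjusted p under 0.05. DEGs across the 4 WT conditions at isosmotic and 1 h were taken from 1 F-test of any difference. Condition means of log2 CPM were standardized per gene and clustered by fuzzy c-means with 10 centres and a fuzzifier from the formula that Mfuzz uses, 2.54. Centres were matched 1 to 1 to the patterns drawn in Fig. 2B, which had been written down by eye beforehand. The Nrf2-dependent share was computed by the midpoint rule and by a test.

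Gene lists of Nrf2 targets, NFAT5 targets, ATF4 targets, heat shock, immediate-early and cell cycle genes, and the genes the paper names for clusters 1, 2 and 3, were tested with limma's camera (correlation 0.01) and fry, with Benjamini-Hochberg adjustment over 108 tests. A fold change against a group with at most 3 counts in each library was treated as a bound in list medians. Single genes are named in the text if the paper names them for these data, if they are Nfat5, Nfe2l2 or Keap1, if they belong to a list, or if they are among the 5 genes with the largest change in a direction. These 5 had an adjusted p under 0.05, both libraries of 1 condition above both of the other and a mean of at least 50 counts.

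Gene positions came from GENCODE M21 on GRCm38, the assembly also called mm10, matched by symbol; the release the authors used may differ. Length and GC content were found for 19048 of the 19509 genes, 97.6%. For the position of silent genes, an expressed gene had at least 1 CPM in WT DMSO isosmotic libraries, near meant within 10 kb and far meant over 100 kb.

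The scripts were tested on simulated counts. Of 200 genes changed by known fold changes, 188 were called (94%), 9 of 18214 simulated genes were called though unchanged, the median error of the log2 fold change was 0.00948, and 0 genes were called in a contrast without any change. The changed genes had a mean of at least 50 counts and changes of at least 2-fold. The 94% therefore does not hold for smaller effects or for genes with lower counts. Of 2000 simulated genes with known patterns, 96.0% were assigned to their own pattern.

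The alternatives tried were DESeq2, RLE size factors, no filter, at least 10 counts in every library, only the libraries of the conditions compared, the replicate number as a block, at least a 2-fold change, other rules for DEGs and clusters, and leaving out each library. Others were added after the data were seen, namely only the 12 WT libraries, removal of the trend with transcript length and GC content, and libraries thinned to the smallest total. Gene Ontology annotation and the paper's own gene lists per cluster were not used here, and the results of a few genes are not reported here.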

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

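All tests of an explanation in this part were chosen before their results were seen.

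The SFN effect after 1 h of hyperosmotic stress differed from that under isosmotic conditions, by an interaction term, in 109 genes (95 more positive and 14 more negative at 1 h). Immediate-early genes stood out. Under isosmotic conditions 15 of the 16 on the list were lower with SFN, with a median log2 fold change of -1.05 (camera adjusted p = 4.17e-17), and 12 were called lower (14 adjusted over the list alone). Fosb fell by 2.22 and Egr2 fell by 2.53 on the log2 scale. After 1 h the list median was -4e-04 with 8 genes higher and 8 lower, and the median interaction was 1.11 (camera adjusted p = 1.20e-17, 15 of 16 genes above 0, 8 called and 14 adjusted over the list alone). In Nrf2-/- cells under isosmotic SFN the list was higher than in WT cells, with a median of 0.49 (10 of 16 higher, camera adjusted p = 0.0275; 0.23 to 0.70 with each library left out in turn). A trend with transcript length and GC content and unequal depth were weighed. With the trend removed, 102 of the 109 genes were called again, and with every library thinned to the smallest total 101 were, which argues against each of them as the whole cause. A batch difference cannot be examined, as neither the labels nor the paper names batches. From isosmotic conditions to 1 h of stress, the list fell with DMSO (median -0.64, 8 called lower, camera adjusted p = 0.000699) and rose with SFN (median 0.33, camera adjusted p = 0.0362, and 0.21 without SFN replicate 2 of the 1 h libraries). Fig. 2A draws an incubation in isosmotic or hyperosmotic medium after the treatment with DMSO or SFN. A difference in handling between the isosmotic libraries was not tested and stays open, as does a response of these genes to SFN.

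The SFN effect after 6 h differed from that after 1 h in 2 genes, Srxn1 and Gclc. Gclc had a log2 fold change with SFN of 1.21 at 1 h and 0.12 at 6 h, an interaction of -1.09 (standard error 0.13, adjusted p = 0.00987 from edgeR's quasi-likelihood test). For Srxn1, the effect was 1.81 at 1 h and 0.55 at 6 h, an interaction of -1.26 (standard error 0.12, adjusted p = 0.0011). Over the 28 Nrf2 targets the median interaction was -0.18, with 22 genes below 0 (camera adjusted p = 1.06e-09). Transcript length and GC trend and library depth each left the calls in place, with 2 of the 2 genes called again after removal of the trend and 2 of 2 at equal totals. A weaker Nrf2 response at 6 h is a hypothesis, and the paper states for its compound screen that the medium was replaced after the incubation with compounds, without stating for these libraries whether SFN was in the hyperosmotic medium.

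The 6 h libraries are not described in the paper's text. In them, SFN raised 8 genes and lowered 0 (718 at unadjusted p under 0.05). The glutathione transferase gene Gsta4 had the largest change, with a log2 fold change of 1.07 (standard error 0.15, adjusted p = 0.027 from edgeR's quasi-likelihood test); it belongs to a family of similar genes, between which reads can be shared. Of the Nrf2 targets 27 of 28 were higher, with a median of 0.39 (camera adjusted p = 1.49e-22) and 6 called, or 16 adjusted over the list alone. With the transcript length and GC trend removed, 7 of the 8 genes were called again, and after correction for library depth by thinning, all 8 were. A persisting Nrf2 response is a hypothesis that these libraries leave open.

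Hyperosmotic stress for 6 h changed 8964 genes in DMSO-treated WT cells (4671 higher and 4293 lower), against 2186 at 1 h. NFAT5 targets rose most among the lists, with a median log2 fold change of 4.03 at 6 h (3.65 with genes at the count floor set to their bound; camera adjusted p = 1.02e-09). At 1 h it was 0.82 (0.44 with bounds; camera adjusted p = 4.70e-05), and 0.45 without DMSO replicate 1 of the 1 h libraries. Akr1b3, a member of a family of similar genes, had a log2 fold change of 3.96 at 6 h (standard error 0.10), and Slc6a12 went from 0 and 0 counts to 877 and 896. Of the 8964 genes, 8314 were called again with the transcript length and GC trend removed and 8762 at equal totals, which argues against either as the whole cause. The time course of the osmotic response is the biological explanation that the design offers, and it stays a hypothesis.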

How the results depend on the processing

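The alternatives named here were chosen before the data were examined, except the 12 WT libraries, the removal of the transcript length and GC trend, the thinned libraries, the nearest-pattern clusters with the 1.5-fold rule, and the share of 556 genes, which were chosen after seeing the data. No test in this part was chosen only after its result was seen.

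With only the libraries of the conditions compared, the spread between the Nrf2-/- SFN 1 h libraries no longer entered the WT comparisons. Calls rose there and fell in comparisons with that pair. The spread of that pair does not account for the whole rise for SFN at 1 h, as the 12 WT libraries, also without it, gave 105. With the libraries compared, calls for SFN were 931 (556 higher, 375 lower) at 1 h, 1560 (751, 809) under isosmotic conditions and 123 (91, 32) at 6 h. The interactions gave 418 (280, 138) at 1 h and 77 (37, 40) for 6 h against 1 h, and hyperosmotic stress with DMSO gave 3966 (2391, 1575). For Nrf2-/- SFN cells at 1 h, 1526 genes (686, 840) differed from WT SFN, 1687 (751, 936) from WT DMSO and 137 (95, 42) from isosmotic Nrf2-/- cells. The paper's cluster 3 list passed with a median of -0.12 for SFN at 1 h, its cluster 1 list no longer passed for the interaction (0.25) nor immediate-early genes for stress with SFN (0.33), and the share of SFN-activated genes not higher in Nrf2-/- cells was 94.8%, against 96.2% of all genes tested.

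With only the 12 WT libraries, SFN gave 105 (80, 25) at 1 h, 2862 (1366, 1496) under isosmotic conditions and 50 (39, 11) at 6 h; the interactions gave 614 (421, 193) and 14 (1, 13), hyperosmotic stress for 1 h 4390 (2800, 1590) with DMSO and 3523 (2215, 1308) with SFN, and the DEGs 6637.

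DESeq2 gave 51 (45, 6), 1134 (576, 558) and 23 (15, 8) for SFN at 1 h, isosmotic and 6 h, and 277 (194, 83) and 7 (0, 7) for the interactions. Its likelihood ratio test gave 5848 DEGs; the cause was not tested. The fit of 8 libraries gave 5820 DEGs.

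Without a filter on low counts, SFN gave 42 (36, 6), 1103 (476, 627) and 16 (11, 5), the interactions 257 (189, 68) and 9 (1, 8), and stress in Nrf2-/- cells 2130 (1385, 745). At least 10 counts in every library, which leaves out genes silent before stress, gave 654 (274, 380) and 535 (230, 305) for stress with DMSO and SFN, 295 (70, 225) in Nrf2-/- cells and 1155 DEGs.

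With the transcript length and GC trend removed, SFN gave 42 (38, 4) at 1 h and 1101 (512, 589) under isosmotic conditions, and the interactions 224 (187, 37) and 6 (0, 6); the cause was not tested. Among the calls between genotypes, the share that was higher rose from 48.6% to 59.8% at 1 h and from 46.0% to 56.8% under isosmotic conditions, and for Nrf2-/- SFN against WT DMSO from 49.4% to 60.9%. RLE size factors gave 4 genes for SFN at 6 h; the cause was not tested.

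At least a 2-fold change, by construction, lowered counts to 11, 184 (56, 128) and 2 for SFN, 71 (61, 10) for the interaction at 1 h, 2712 (1210, 1502) and 3004 (1339, 1665) between genotypes at 1 h and isosmotic, 2701 (1166, 1535) against WT DMSO and 4922 (3289, 1633) for 6 h of stress.

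Replicate numbers were taken from the sample titles. The deposited files number the WT SFN isosmotic libraries otherwise, so these numbers are in doubt in every comparison by replicate. They were tried as a block, though the samples share only a number: deviations of same-numbered libraries correlated from -0.0794 to 0.123 between conditions (median -0.00765). The replicate block gave 2 genes for SFN at 6 h and otherwise moved no count of calls by over 1.5 times. Adjusted p-values rose past 0.05 for Nqo1 at 1 h (0.0833) and for Gsta4 (0.0637) and Srxn1 (0.0985) at 6 h.

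Cluster 1 held 569 genes by the unadjusted p, 1238 by the 1.5-fold rule, 42 by the nearest pattern, 707 with a fuzzifier of 2, 818 with a still lower one, 1171 by the 1.5-fold rule with the nearest pattern, and from 456 to 588 with 1 replicate per condition; the cause was not tested.

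In the replicate check from replicate 1, 72.5% of the cluster 2 genes with a mean of at least 50 counts had the sign of the cluster's median. Of the cluster 3 genes under 50 counts, 54.5% did. From replicate 2, the shares of genes under 50 counts were 59.4% (cluster 2) and 51.7% (cluster 3). For the wider rule, the sign was that of the drawn pattern. Its shares were 57.1% for cluster 2 from replicate 1, and 47.3%, 56.6% and 54.1% for clusters 1, 2 and 3 from replicate 2. In clusters 2 and 3 the smaller shares were in genes with few counts, where depth limits the check.

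With each library left out in turn, list medians ranged from 0.71 to 0.82 (Nrf2 targets, SFN at 1 h), -0.26 to -0.15 (6 h against 1 h) and -1.59 to -1.56 (Nrf2-/- against WT at 1 h), from 0.19 to 0.21 (heat shock, SFN at 1 h), and for NFAT5 targets from -0.0914 to 0.0516 (SFN at 1 h), 0.45 to 0.97 (1 h of stress) and 3.96 to 4.10 (6 h). For immediate-early genes, the range was 0.21 to 0.39 (1 h of stress with SFN). The median interaction at 1 h ranged from -0.55 to -0.28 for the paper's cluster 3 list and from -0.57 to -0.25 for NFAT5 targets.

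The majority of calls changed direction in some settings. With at least 10 counts in every library, more genes were lower than higher after 1 h of stress and after 6 h (2970, 3262), and more were higher in Nrf2-/- SFN cells than in WT SFN cells at 1 h (2665, 2549) and under isosmotic conditions (2825, 2784) and than in WT DMSO cells (2671, 2507). All 3 genotype majorities also turned with the trend removed, and both at 1 h with RLE size factors (3237, 2962 and 3249, 2903) and DESeq2 (3446, 3195 and 3513, 3195). With DESeq2, more genes were higher than lower with SFN under isosmotic conditions.

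Of 42 single-gene fold changes under 168 alternatives, 155 kept direction and side of the threshold, 6 became weaker and 7 stronger. Of 188 values without 1 library, 186 moved by less than the spread between replicates and 2 by more. With 2 libraries per condition, leaving out 1 can hardly move a value beyond that spread, so these counts do not measure robustness. The SFN effect at 1 h changed sign for Trpv3 (-0.020 without DMSO replicate 2) and Dnm1 (-0.14 without DMSO replicate 1). Nfat5 changed sign under isosmotic conditions without replicate 2 of either treatment (-0.045 and -0.031) and at 1 h without SFN replicate 2 (0.0065). List medians near 0 changed sign too, for NFAT5 targets with SFN at 1 h and 6 h (-0.015), immediate-early genes with SFN at 1 h (up to 0.055) and cell cycle genes with stress (-0.0011). Leaving out a library leaves 1 in a condition, so no calls were made there.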

Differences from the paper's values

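The paper reports 2134 genes in cluster 1, and the cluster matched to its pattern held 360 genes here. Of these, the paper reports 1492 that SFN failed to activate in Nrf2-knockout cells, against 237 by the midpoint rule here. None of the alternatives set before the data were examined closed either gap. They gave from 42 genes (nearest pattern) to 1238 (at least a 1.5-fold difference between condition means, without a test), and from 27 to 782 genes not activated. The 1.5-fold rule with the nearest pattern, chosen after seeing the values, gave 1171 genes. The share was 65.8% here against the paper's approximately 70%, while 53.1% of all genes tested lay below their midpoint.

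The paper states that SFN modulated clusters 1 to 3 under hyperosmotic stress and left clusters 4 to 10 largely unaffected. Here all 18 genes called with SFN at 1 h were in matched cluster 5, and the median SFN difference in matched cluster 1 was 0.031. In matched cluster 2 it was -0.68, the largest in size of all clusters, and -0.23 or -0.14 in the library not used for clustering. Genes of clusters 1 and 2 had a median of 24.2 and 11.9 counts per library, against 1266 in cluster 5, which limits calls in them.

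The paper names Slc2a1, Slc5a10, Slc22a4, Trpv1, Trpv2, Trpv3 and Slc38a8 among the genes that SFN activates under hyperosmotic stress. None of these that had enough counts to be tested was called in the fit of all 16 libraries. Slc2a1 was called with only the libraries compared (adjusted p = 6.46e-11) and with DESeq2 (adjusted p = 0.04), and, in a setting chosen after seeing the data, with the 12 WT libraries (adjusted p = 0.00903). The others were not called under the alternatives run for single genes, with the lowest adjusted p at 0.253 for Slc22a4.

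The paper states that SFN suppressed the genes of clusters 2 and 3 under hyperosmotic stress. Of the genes it names there, none that was tested was called in the fit of all 16 libraries. With only the libraries compared, Txnip (adjusted p = 0.0105), Eif2ak2 (adjusted p = 0.0261) and Sh3bp1 (adjusted p = 0.0442) were called, and the cluster 3 list passed as a whole.

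The paper places Slc2a1 in cluster 1, and here it fell in matched cluster 4, being lowered by 1 h of hyperosmotic stress with DMSO (log2 fold change -0.36). Txnip, which the paper lists in cluster 2, fell in matched cluster 7, and Ogt, listed in cluster 3, in matched cluster 5.

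The paper describes cluster 1 as enriched in ion, carboxylic acid and amino acid transport. By gene symbols, matched cluster 1 held solute carriers at 1.67% against 1.73% of the clustered genes. Among the 556 genes higher with SFN with only the libraries compared, the share was 3.24% against 1.39% of the genes tested (adjusted p = 0.00595).

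The paper describes cluster 8 as enriched in cell cycle genes. Of the 94 cell cycle genes, 2 were in matched cluster 8 (Fisher's exact test against all genes tested, p = 0.221). Only 5 of the 94 were among the clustered genes, and enrichment within those was not tested.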

Other observations

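The tests on genotype differences under isosmotic SFN, on the rise of genes in Nrf2-/- cells and on the choice of genes, and the comparisons of cluster 1 without 1 Nrf2-/- library, were chosen only after the result was seen; the other tests in this part were chosen before.

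More genes were detected under hyperosmotic stress. With every library thinned to the smallest total, genes with at least 10 counts numbered 1201.5 more at 1 h than under isosmotic conditions in DMSO-treated WT cells and 1700 more at 6 h, against 90.5 more with SFN under isosmotic conditions, so unequal depth does not account for the rise. Of 29146 genes that were silent under isosmotic conditions and overlapped no expressed gene, 585 gained at least 10 counts at 1 h with DMSO. Those within 10 kb downstream of an expressed gene on the same strand gained in 15.2% of cases (105 of 693, 95% Wilson interval 12.7% to 18.0%). Upstream of an expressed gene, the share was 4.14% (32 of 773; Fisher's exact test, p = 2.92e-13), and over 100 kb from any expressed gene it was 0.0184% (3 of 16343; p = 6.02e-145). Genomic DNA or evenly spread reads would give similar shares everywhere. On the opposite strand past the end of an expressed gene the share was 14.7% (118 of 804), as reads counted without strand would give. These values are consistent with transcription past gene ends under hyperosmotic stress, which may account for part of the counts of lowly expressed genes at 1 h. Of the 360 genes in matched cluster 1, 198 were silent in isosmotic DMSO-treated cells, and 36 of these lay downstream of an expressed gene. Of the genes the paper names in cluster 1, Slc38a8 and Trpv1 are in such a position and were silent. Of the 585 genes that gained counts, 105 were downstream by this rule, and induction of single genes stays open for the others.

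Nrf2-/- and WT cells differed under isosmotic SFN in 6643 genes. With loss of the SFN response alone, Nrf2-/- SFN cells and WT DMSO cells would not differ. Under isosmotic conditions they differed in 7563 genes (3514 higher and 4049 lower in Nrf2-/- cells; 8967 with only the 4 libraries compared), against 0 in each of 3 simulations of unchanged groups, which argues against that explanation as the whole cause. ATF4 targets were higher in Nrf2-/- cells by a median log2 fold change of 1.03 at 1 h and 0.74 under isosmotic conditions (camera adjusted p = 1.01e-05 and 0.000206). A difference between clones and an effect of Nrf2 loss without SFN both stay open, since no Nrf2-/- DMSO libraries were analysed here and the number of clones is not known from the paper's text.

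The Nrf2-/- SFN 1 h libraries differed widely from each other, with a coefficient of variation of 0.346 over the genes compared. With the transcript length and GC trend removed it was 0.289, and at equal totals 0.343, while the other 7 pairs were at most at 0.0997 and 0.122. The trend accounts for a part of the spread, depth for little, and the rest stays unexplained. Hmox1 had 1825 and 849 counts in the pair and Slc7a11 had 1741 and 3577.

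The share of matched cluster 1 below the midpoint in Nrf2-/- cells, 65.8%, lay above the median of 54.4% (range 47.5% to 62.2%) in genes outside the DEGs matched on expression. Without Nrf2-/- replicate 1 the share was 61.1% against 55.8% (47.2% to 65.6%) in matched genes, and without replicate 2 it was 66.4% against 50.0% (42.5% to 58.3%). As 1 library decides whether cluster 1 stands apart, its share cannot be told apart from a genotype difference unrelated to the SFN response. Simulated pairs with full activation gave 56.1% (48.3% to 61.4%). With the same library left out on both sides they gave 52.8% (46.7% to 58.9%) without replicate 1 and 53.3% (45.6% to 59.7%) without replicate 2. This argues against a spread independent between genes as the whole cause. The difference within the real pair followed transcript length and GC content (rank correlations -0.526 and 0.380). Shifts shared by many genes were not simulated, so the spread of the pair stays open as a cause. Cluster 6, which rises under hyperosmotic stress and which SFN changed by a median of 0.064, had 66.5% below its midpoint, and cluster 2 had 64.0%. The choice of genes by their change in WT cells was examined in genes that rose at least 2-fold at 1 h with DMSO and with SFN in 1 WT replicate. Of the 1835 genes chosen in replicate 1, 67.9% lay below the midpoint of that replicate and 60.5% below that of replicate 2. Of the 1760 chosen in replicate 2, the shares were 67.1% and 63.2%, while all genes tested gave 52.7% and 53.3% at the midpoints of replicates 2 and 1. The noise of the choosing replicate can account for a part of such a share. The other WT replicate shares any rise particular to WT cells, so the choice as the whole cause is not excluded. In the same genes, from 54.5% to 58.0% over the 4 pairings of replicates rose less in Nrf2-/- SFN cells than in the WT SFN replicate not used to choose them, against 47.8% to 52.0% of all genes tested. Among genes with a mean of at least 50 counts (171 and 168 of those chosen), it was 64.9% to 66.7% against 46.9% to 50.9%. These genes were chosen for their rise in WT cells, and genes chosen for a rise in Nrf2-/- cells were not examined. A generally weaker hyperosmotic induction in Nrf2-/- cells is therefore not shown. Of cluster 1, 93.9% of genes were higher at 1 h than under isosmotic conditions in Nrf2-/- SFN cells. Before stress, from 46.5% to 52.3% of the chosen genes whose values differed were lower in Nrf2-/- than in WT cells, against 50.8% to 52.6% of all genes tested, so their smaller rise does not come with a lower isosmotic level. In cluster 1 itself that share was 63.2% against 52.2% of all genes tested, and a lower level before stress stays open there. Of the 556 genes higher with SFN when only the libraries compared were fitted, 51.8% lay on the DMSO side of their midpoint in Nrf2-/- cells, and of the 375 lower ones 46.1% did. The same sign of the SFN effect and of the difference between Nrf2-/- SFN and WT DMSO cells, which share the DMSO libraries, was seen in 56.8% of genes. Simulations of unchanged groups gave 66.7%. They gave all groups the same mean and spread, while Nrf2-/- SFN cells differed from WT DMSO cells at 1 h in 6132 genes. The simulated share is therefore no reference for these data, and no conclusion is drawn from it.

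In clusters made from 1 library per condition, cluster 1 genes were read in the other library. The sign of the cluster's median SFN difference was found in 45.4% of genes from replicate 1 and 39.1% from replicate 2. Sampling noise between libraries would leave about as many genes of each sign. Both shares lay below that (95% Wilson intervals 40.9% to 49.98% and 35.3% to 43.1%), though these genes were DEGs chosen with both replicates. By the wider rule, which chose genes in 1 replicate, 47.3% had the positive sign of the drawn pattern in either direction. Among its genes with a mean of at least 50 counts, 50.4% and 62.1% did. The positive median of cluster 1 was thus not shared by most of its genes in the other library. Noise as the whole cause stays open, as the shares fall on both sides of an even split with 1 library per condition.

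Nfat5 mRNA changed with SFN by a log2 fold change of 0.15 under isosmotic conditions (standard error 0.22, adjusted p = 0.798 from edgeR's quasi-likelihood test), from -0.045 without DMSO replicate 2 to 0.39 without DMSO replicate 1. At 1 h it changed by -0.023 (standard error 0.22, adjusted p = 1). The paper states no notable change of Nfat5 mRNA with SFN in a measurement that its text does not tie to these libraries. After 6 h of stress Nfat5 rose by 1.70 (standard error 0.23, adjusted p = 4.36e-05).

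Other lists gave small changes with SFN at 1 h. The median log2 fold change was 0.19 for heat shock genes (9 of 10 higher, camera adjusted p = 2.31e-05, 1 called and 2 adjusted over the list alone) and 0.17 for ATF4 targets (11 of 14 higher, adjusted p = 0.000777). For NFAT5 targets it was -0.049 (0.018 with genes at the count floor set to their bound; adjusted p = 0.916), and for cell cycle genes 0.024 (adjusted p = 0.155).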
